# Microarray expression analysis of meiosis and microsporogenesis in hexaploid bread wheat

**DOI:** 10.1186/1471-2164-7-267

**Published:** 2006-10-19

**Authors:** Wayne Crismani, Ute Baumann, Tim Sutton, Neil Shirley, Tracie Webster, German Spangenberg, Peter Langridge, Jason A Able

## Abstract

**Background:**

Our understanding of the mechanisms that govern the cellular process of meiosis is limited in higher plants with polyploid genomes. Bread wheat is an allohexaploid that behaves as a diploid during meiosis. Chromosome pairing is restricted to homologous chromosomes despite the presence of homoeologues in the nucleus. The importance of wheat as a crop and the extensive use of wild wheat relatives in breeding programs has prompted many years of cytogenetic and genetic research to develop an understanding of the control of chromosome pairing and recombination. The rapid advance of biochemical and molecular information on meiosis in model organisms such as yeast provides new opportunities to investigate the molecular basis of chromosome pairing control in wheat. However, building the link between the model and wheat requires points of data contact.

**Results:**

We report here a large-scale transcriptomics study using the Affymetrix wheat GeneChip^® ^aimed at providing this link between wheat and model systems and at identifying early meiotic genes. Analysis of the microarray data identified 1,350 transcripts temporally-regulated during the early stages of meiosis. Expression profiles with annotated transcript functions including chromatin condensation, synaptonemal complex formation, recombination and fertility were identified. From the 1,350 transcripts, 30 displayed at least an eight-fold expression change between and including pre-meiosis and telophase II, with more than 50% of these having no similarities to known sequences in NCBI and TIGR databases.

**Conclusion:**

This resource is now available to support research into the molecular basis of pairing and recombination control in the complex polyploid, wheat.

## Background

Bread wheat (*Triticum aestivum *L.) is an allohexaploid (2n = 6x = 42) containing three related genomes: A, B and D, with significant conservation of gene order between the chromosomes of the respective genomes. Early mapping studies including those conducted by Chao *et al*. [1] using RFLPs to map markers on chromosome group 7 confirmed strong conservation of gene order between chromosomes of each genome. Indeed, this conservation is also seen when comparing wheat with other grasses. While several papers have been published reporting synteny between the Poaceae genomes at the macro level [2,3], microsynteny appears to be perturbed frequently [4,5]. The current comparative genomics model reported by Devos [3] segregates nine major monocotyledonous genomes into 25 'rice linkage blocks' and provides a valuable base for gene discovery and genome structural analysis in grass species leading out from the sequenced rice genome.

While comparative genomics has enabled the identification of putative orthologues in many cereals, there are processes or characteristics that are either species specific, such as quality, or for which wheat provides a good model, such as the control of chromosome pairing during meiosis. During meiosis, DNA undergoes a round of replication, chromatin is condensed and the genetic content is halved twice after two rounds of chromosome segregation and cell division. Classical cytogenetic techniques suggest that the fundamental events and processes of meiosis are conserved amongst higher eukaryotes. The production of viable gametes at the conclusion of meiosis requires completion of several critical processes during prophase I that include chromosome pairing, synapsis and recombination.

During meiosis in bread wheat, strict regulation of homologous chromosome pairing is maintained, despite the presence of homoeologous chromosomes. This maintains the stability of the complex wheat genome but is also a limitation in utilizing the extensive variation available in wild relatives of wheat. Several hundred wild grasses can be crossed to wheat but introgression of desirable alleles from these species is dependent upon the induction of pairing and recombination with the wheat chromosomes. Several genes, particularly *Ph1*, are known to block or enhance homoeologous pairing; with removal of this locus shown to induce novel pairing and recombinational behaviour. An understanding and ability to modify the mechanisms that control pairing, synaptonemal complex formation and recombination would be of great benefit to crop improvement programs. Such information would also enhance our understanding of complex polyploidy genomes and factors influencing fertility.

While functional studies of individual genes have been useful for advancing our knowledge of meiosis, very few resources are available to examine whole genome expression changes during meiotic development. A broad resource base will be important to help identify conserved processes between organisms, and conversely, highlight processes that have diverged. Microarray studies have provided valuable data on meiosis and related cellular processes in several species. An early study in *Saccharomyces cerevisiae *used a microarray chip with 97% of the then known budding yeast genes [6], which increased the number of known meiotically-regulated genes from approximately 150 to over 1,000. A more recent experiment with budding yeast compared the meiotic transcriptomes of two strains with different sporulation efficiencies and identified approximately 1,600 meiotically-regulated genes in each strain with a 60% overlap between the two strains [7]. While these two examples are yeast specific, other model organisms have also been used to study meiosis with microarray technology, including fruit flies (*Drosophila melanogaster*), mice (*Mus musculus*), nematodes (*Caenorhabiditis elegans*) and rats (*Rattus rattus*) [8-11].

The current study provides information that links to the transcript profiling work conducted in yeast and animal systems and to the extensive cytological and genetic data for wheat to provide a view of meiosis in a complex polyploid and one of the world's most important agricultural crops. Using the Affymetrix GeneChip^® ^Wheat Genome Array, which contains 61,127 probe sets (55,052 transcripts) (Affymetrix), 1,350 transcripts were found to be expressed across a sub-staged meiotic time series of whole wheat anthers. Four hundred and sixty seven have no detectable similarities to entries in sequence databases. While there have been extensive studies on the duration and timing of meiosis in bread wheat [12-15] and also on chromatin condensation and chromosome pairing [16-18], the transcript *in silico *research presented here advances our limited understanding of meiosis at the molecular level and complements the previous *in planta *studies cited.

## Results and Discussion

The basic aim of the work outlined here was to develop a view of gene expression over the various stages of meiosis in wheat. The resulting data set helps define the wheat meiome (meiotic transcriptome) and will provide a key resource for work aimed at explaining the control of meiosis and chromosome pairing in a complex polyploid relative to diploid plant, animal and yeast systems.

### Comparison of tissue expression profiles

There are two key components of the experimental system. First, whole anthers were used for preparing the RNAs. The meiocytes themselves form a major proportion of the tissues in the anthers but RNA from other cell types, notably epidermal cells and tapetum, will be included in the extracts and will contribute to the results. Therefore, the data represents gene expression from a number of different cell types with meiocytes as the major constituent.

The second component is the Affymetrix wheat GeneChip^®^. This is a 'discovery' chip and is not representative of the complete wheat genome nor does it allow differentiation between genes expressed from the three wheat genomes. Further, many of the sequences used to design the chip were not of high quality. Therefore, data generated from this chip must be carefully checked and key results confirmed using alternative expression analysis methods. In addition, it is important to note that at the time the wheat GeneChip^® ^was designed, wheat meiotic floret cDNA and cDNA from anthers undergoing meiosis represented approximately 6% of the total representations available in the wheat EST database. Therefore, the wheat GeneChip^® ^is assumed to provide a good representation of meiotic expressed genes.

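Anther RNA of 7 developmental stages was hybridized to the wheat GeneChip, with 3 arrays per stage and 21 arrays in all. PM stands for anthers before meiosis. LP spans leptotene up to pachytene, DA spans diplotene up to the first anaphase, and TT spans the 2 telophases. T stands for tetrads, IP for immature pollen and MAN for mature anthers. The Methods describe the 3 arrays of a stage as technical replicates of 1 RNA pool. Every SD, SE and p below for a stage or a comparison of stages thus measures the spread between arrays of a pool and not between plants. The p of a correlation between transcripts comes from shuffled stages instead. The number of arrays limits the precision. The authors made 1 intensity per probe set and array with RMA (background correction, normalization between arrays and a summary over the probes of a set). The deposited intensities are on a linear scale, and log2 was taken before any comparison. The table holds 61290 probe sets, of which 111 are control probe sets. The other 61179 were tested. The duplicate and rogue probe sets that the authors removed are not marked in the table and were kept. The median probe set level was 5.56 to 5.71 (log2) on the 21 arrays. Stages were compared with limma, fitted over all arrays, with p adjusted by Benjamini-Hochberg and an adjusted p under 0.05 taken as a call. The methods' t-test was run on the same values. A mean below 5 (log2) was taken as not expressed, so a change from or to such a level is a lower bound. The meiotic genes carry the names of Table 2, and other genes are named where the platform's annotation gives a symbol with a name or synonym, which it did for 200 probe sets.
Transcripts spiked into the RNA or the hybridization served as controls. Their values were normalized between arrays with those of the anther, so that their levels can depend on the anther RNA too. The hybridization controls had a mean level of 11.65 to 11.84 (log2) on the 3 MAN arrays, 9.64 on IP replicate 1 and 10.65 to 11.40 on the other 17 arrays. The poly-A controls, which are added before amplification, lay at 7.00 to 7.54 on 9 arrays (all arrays of DA and MAN and replicate 3 of LP, T and IP) and at 6.34 to 6.77 on the other 12. The gap between these groups was 0.234, and the next widest gap was 0.21, so their separation is weak.

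**Figure D1:**
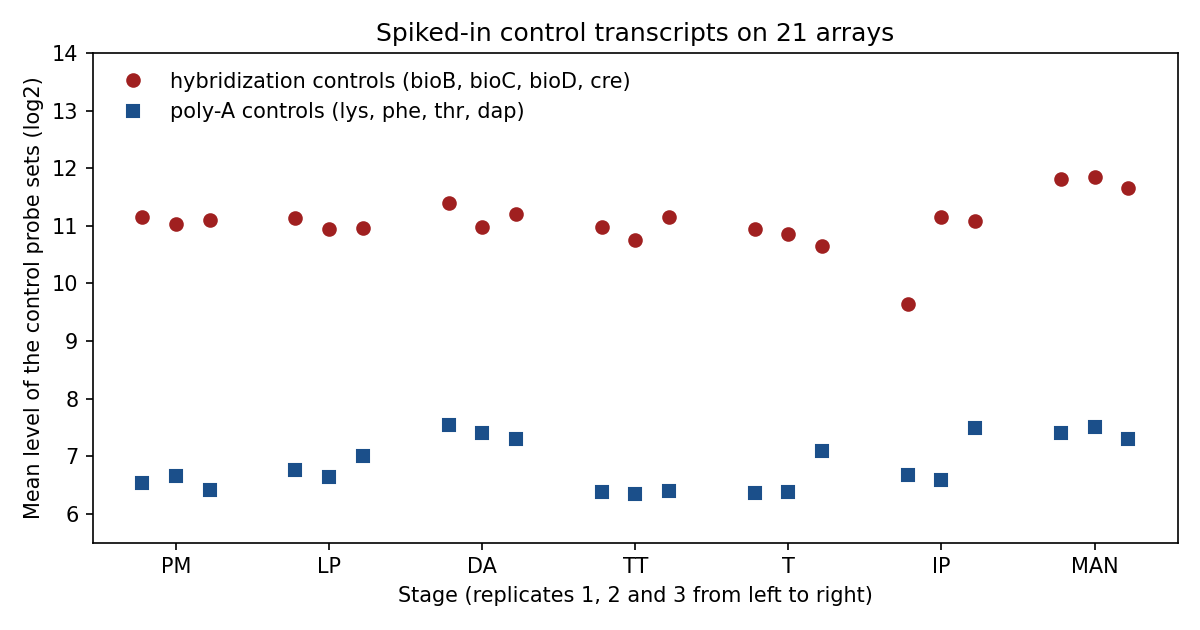
Mean level (log2) of the hybridization controls (circles) and the poly-A controls (squares) on each array, by stage, with 1 point per array. The circles of MAN lie at 11.65 to 11.84 and that of IP replicate 1 lies at 9.64.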

Scatter plots illustrated the similarity of replicates, and the broad relationship of the expression profiles from pre-meiosis through to the tetrad stage (Figure 1). However, marked differences were apparent in the expression profiles of both immature pollen and mature anthers when compared to each other and the meiotic-specific sub-stages; pre-meiosis through to tetrads. 

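Across the 61179 probe sets, replicate arrays of a stage had a Pearson r of 0.989 to 0.998, and arrays of different stages among PM, LP, DA and TT had an r of 0.985 to 0.996. Arrays of IP had an r of 0.953 to 0.972 with the arrays of those 4 stages. Arrays of MAN had an r of 0.814 to 0.834 with the arrays of any other stage. These correlations are across genes, which are not independent replicates. The median SD of a triplicate was 0.0907 (log2, n = 3) in DA, 0.164 in IP and 0.146 in MAN.
Probe set Ta.12098.1.S1_at rose by 8.63 on the log2 scale from TT to T (SE 0.161, adjusted p = 7.9e-23 from limma), and Ta.24618.2.S1_s_at, which was below 5 in TT, rose by at least 8.52. Ta.7353.1.A1_at fell by 2.07 (SE 0.132, adjusted p = 1.3e-11 from limma) and Ta.20684.1.S1_at fell by 2.01 between the same stages. None of these 4 has a gene symbol. In limma, 3807 probe sets differed between T and TT, 10573 between IP and T, and 39313 between MAN and IP. The methods' t-test with Benjamini-Hochberg adjustment gave 1725, 2944 and 26600. Without T replicate 3 the first count was 2434. With the arrays scaled to the hybridization controls it was 617, and the count between IP and T was 2559. That scaling adds the spread of the controls to every probe set. The model shares this spread over all arrays, IP replicate 1 included, so it also acts on comparisons without IP.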

Given that both of these tissues and the regulation of gene expression during pollen development is complex, this level of variance is not surprising. It has been shown in several plants including tomato (*Lycopersicon esculentum*) and maize (*Zea mays*) that up to 70% of plant genes are expressed post-meiotically [19,20]. A study of the barley transcriptome also found that anthers were the most complex of tissues [21]. 

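A probe set was taken as expressed where the mean of its 3 arrays was above 5 on the log2 scale. Of 61179 probe sets, 41331 were expressed in at least 1 of T, IP and MAN, which is 67.6% ± 0.154 (SD over the 3 replicates, n = 3), and 34220 were expressed in all of these. MAN had the highest share, 63.7% ± 0.352 (SD, n = 3), against 60.7% ± 0.072 in T and 60.0% ± 0.438 in IP. The share was 60.0% ± 0.641 in PM, 59.7% ± 0.436 in LP, 60.2% ± 0.41 in DA and 60.5% ± 0.396 in TT. A set of 3142 probe sets was above 5 in MAN and in none of PM, LP, DA and TT. Among them is the granule-bound starch synthase GBSS (Ta.2795.1.S1_a_at), with a level of 7.91 ± 0.174 (SD, n = 3) in MAN and of 4.87 ± 0.101 in TT. The small heat shock protein hsp16.9A (Ta.24332.1.S1_at) had a level of 6.33 ± 0.209 (SD, n = 3) in IP and 3.48 ± 0.133 in MAN. For 2429 probe sets the reverse held, above 5 in at least 1 of the first 4 stages and not in MAN. The histone gene wcH2A-9 came closer to this boundary than past it, with probe set Ta.27657.14.S1_s_at at 5.74 ± 0.316 (SD, n = 3) in MAN and 12.97 ± 0.181 in PM. The share in T, IP or MAN was 87.3% where the boundary was set at 4 and 51.3% where it was set at 6.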

The results presented here reflect these findings with 67% of transcripts expressed in tetrads, immature pollen and/or mature anthers (RMA average signal intensity > 5).

### Gene filtration, identification and analysis of meiotically-regulated transcripts

The Affymetrix wheat GeneChip^® ^contained 61,127 probe sets, which was reduced to 55,000 upon the removal of control, reporter, duplicate and 'rogue' probe sets (see Methods – Microarray analysis). The majority of the available annotations for the probe sets are based on homologies to genes from organisms other than wheat. This was due to the lack of sequence information, characterised genes and their protein products for wheat.

T-tests between expression levels at different stages of meiosis were used to identify genes showing regulation of expression during meiosis. The comparisons made were as follows: pre-meiosis (PM) with leptotene-pachytene (LP); PM with diplotene-anaphase I (DA); PM with telophase I-telophase II (TT); LP with DA; LP with TT and DA with TT (p values = 0.05) (Figure 1). This resulted in the classification of transcripts from 1,350 non-redundant genes as being meiotically-regulated of which 467 had no annotation (Figure 2). 

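Of the 15 transcripts of Table 2, all but RAD51B and WM5 differed between at least 1 pair of PM, LP, DA and TT in limma. The methods' t-test called ASY1, which acts in synapsis, the recombinase DMC1, the mismatch repair gene MSH6, RAD51C, WMC3, WMC5 and WMC10. The raftin gene raftin1a, expressed in the tapetum, rose by 1.06 (log2, SE 0.173, adjusted p = 1.7e-04 from limma, Ta.4195.1.S1_at) from PM to TT. Histone probe sets changed by less than 2-fold over the same interval, as wcH2B-8 (Ta.7378.1.S1_x_at), which fell by 0.92 (SE 0.11, adjusted p = 2.3e-06 from limma) and was at -0.79 and past no threshold with the arrays scaled to the hybridization controls. That scaling raised its SE to 0.315.
In any of the 6 comparisons of PM, LP, DA and TT, limma called 10598 of 61179 probe sets, and 1008 of at least 2-fold. The methods' t-test called 1383 after Benjamini-Hochberg adjustment, or 2.26%, and 26051 at an unadjusted p under 0.05. By comparison, limma called 3630 for LP and PM, 2747 for DA and PM, 4855 for TT and PM, 2783 for DA and LP, 5007 for TT and LP, and 1553 for TT and DA. The adjusted t-test gave 1, 415, 181, 585, 284 and 338 calls in the same order. Between PM and TT, 2140 probe sets were higher in TT and 2715 lower by limma, and with the arrays scaled to the hybridization controls these became 247 and 86, where the median over all probe sets moved to 0.13.
The scaled union was 595 probe sets. Array weights in limma gave 19362 for the union, 5154 for DA and PM, 9572 for DA and LP, 10027 for TT and LP and 6611 for TT and DA. The poly-A level as a covariate gave 1254 for DA and PM, 2873 for TT and LP and 504 for TT and DA. Single arrays moved several counts: without LP replicate 3 the calls for LP and PM, DA and LP, and TT and LP were 1589, 1485 and 3032, and without LP replicate 1 they were 2350, 1649 and 3091. Without PM replicate 3, LP and PM gave 1853. Without TT replicate 2, TT against PM, LP and DA gave 2880, 2783 and 823. Leaving out DA replicate 1, 2 or 3 gave 1776, 1650 or 1547 for DA and PM and 782, 794 or 892 for TT and DA, and leaving out DA replicate 2 or 3 gave 1563 or 1171 for DA and LP.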

A similar strategy was used by Schlecht and colleagues [10] with a rat data set to examine both meiosis and gametogenesis. The rat analysis resulted in the identification of 1,268 diverse meiotic transcripts from a total of 11,955.

When compared to the 55,000 relevant probe sets on the current wheat GeneChip^®^, the 1,350 meiotically-regulated transcripts represent only 2.45%. Thirty prominent profiles within the 1,350 meiotically-regulated transcripts showed at least an eight-fold expression change between combinations of PM, LP, DA and TT. Of these 30 transcripts, no similarities to any database entries currently on record (August 2006) could be found for 16. Consequently, these represent a source of new and potentially wheat meiosis-specific transcripts. 

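Of the 10598 probe sets called by limma, 25 changed at least 8-fold between the lowest and the highest mean of PM, LP, DA and TT. In 23 of these the mean was highest in TT, and in the other 2 it was highest in PM. Probe set Ta.5474.1.S1_at had a level of 4.56 ± 0.304 (log2, SD, n = 3) in PM and 13.38 ± 0.109 in TT, a rise by at least 8.82 (SE 0.145, adjusted p = 1.3e-23 from limma). Ta.3453.1.S1_at rose by 7.59 (SE 0.199, adjusted p = 2.5e-19 from limma) between the same stages. TaAffx.9800.1.S1_at had a level of 12.45 ± 0.207 (SD, n = 3) in PM and fell by 5.45 to TT (SE 0.131, adjusted p = 3.9e-20 from limma). TaAffx.60258.2.S1_s_at, at 11.11 ± 0.41 (SD, n = 3) in PM, fell by 4.15 (SE 0.157, adjusted p = 6.0e-16 from limma). None of the 25 has a gene symbol in the platform's annotation.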

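TaAffx.9800.1.S1_at fell by 3.93 on the log2 scale from PM to DA (SE 0.131, adjusted p = 4.2e-16 from limma), and TaAffx.60258.2.S1_s_at fell by 3.09 (SE 0.157, adjusted p = 1.0e-12 from limma). Ta.10020.1.S1_at fell by 2.78 and Ta.6922.1.S1_at by 2.22 over the same interval (SE 0.151 and 0.147). Ta.6831.1.S1_at fell by at least 2.82 from PM to LP (SE 0.164, adjusted p = 5.0e-11 from limma), Ta.16669.1.S1_x_at fell by at least 2.80 (SE 0.152) and TaAffx.38162.1.S1_at fell by 2.58 (SE 0.141). From LP to TT, the levels of Ta.6831.1.S1_at went from 4.17 ± 0.294 to 7.85 ± 0.285 (SD, n = 3), and those of TaAffx.38162.1.S1_at from 5.64 ± 0.198 to 8.90 ± 0.029. Of the 25 probe sets that changed at least 8-fold between PM, LP, DA and TT, 15 differed between at least 1 pair of PM, LP and DA in limma and 11 in the methods' t-test. In 3 of them the means of PM, LP and DA themselves spanned at least 8-fold, namely Ta.5474.1.S1_at, TaAffx.9800.1.S1_at and TaAffx.60258.2.S1_s_at. Between PM, LP, DA and TT the span of Ta.10020.1.S1_at and Ta.6922.1.S1_at was under 8-fold. Ta.16669.1.S1_x_at was below 5 in LP, so its 2.80 is a lower bound and 8-fold is left open.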

Seven of the 30 transcripts significantly change in level of expression during the first three meiotic time points investigated in this study (Figure 3). It is during these stages where events including chromosome pairing, synapsis and homologous recombination occur. The temporal expression of the genes encoding these transcripts at the time points where homologous recombination occurs make them particularly interesting targets for further work aimed at investigating homologous pairing and recombination.

The mature anthers (MAN) accounted for the majority of variability detected (73%) between transcript profiles across the developmental stages. This is consistent with work on pollen development in *Tradescantia *and maize. 

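The WM5 transcript, at 13.26 ± 0.123 (log2, SD, n = 3) in PM, was lower by limma in MAN than over PM, LP, DA and TT by 4.09 (SE 0.106, adjusted p = 6.6e-22), and its level in IP was 13.19 ± 0.408. TaAffx.38162.1.S1_at moved the other way, higher in MAN by 6.09 (SE 0.111, adjusted p = 3.4e-25 from limma). In a principal component analysis of the 7 stage means of 61179 probe sets, the first component held 78.1% of the variance and the second 14.1%. On the first component MAN had a score of 284.3, while the other stages lay between -62.76 and -29.72. The second component set apart IP, with a score of 110.29, and T, with 25.47, from the 4 earlier stages, which lay between -40.54 and -20.78. MAN held 66.6% of the sum of squares about the mean of the stages and IP 11.3%. With the 21 arrays in place of the stage means the first component held 73.0% and the second 13.2%. With each probe set scaled to unit variance the first component held 55.8%.

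**Figure D2:**
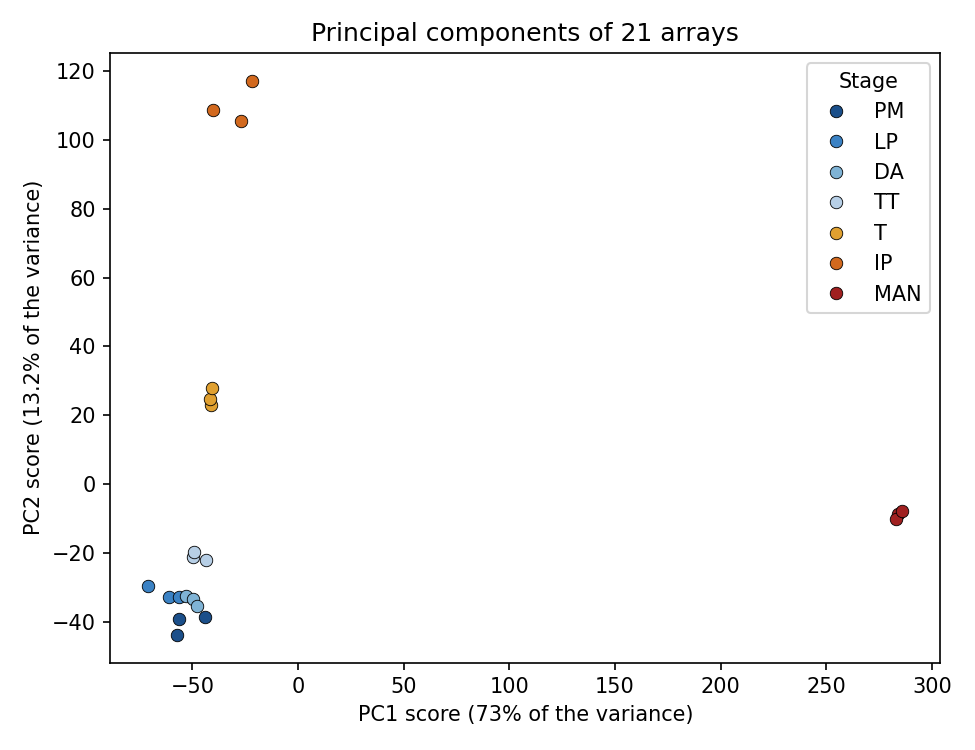
Scores of the 21 arrays on the first component (horizontal, 73.0% of the variance) and the second (vertical, 13.2%), with 1 point per array coloured by stage. The 3 arrays of MAN lie apart on the first component and the 3 arrays of IP on the second.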

Pollen germination and pollen tube growth are two processes that carry a significant metabolic cost, since it involves storage of mRNA and other organic molecules [22]. Previous studies of pollen development have typically used inhibitors of transcription and translation to show that mRNAs are produced during pollen maturation and stored for use during pollen germination [for reviews see [23,24]]. Further, many of the protein products of these genes are already present in mature pollen prior to germination [25-27].

Transcript expression during pollen maturation is generally defined as either early or late, with early transcripts present in microspores subsequently down regulated before pollen maturation, while late transcripts are produced and accumulated after pollen mitosis I [reviewed in [28]]. *In situ *studies from tomato and maize suggest that many of the late genes are the product of the vegetative cell [29,30]. Studies in both *Tradescantia *and maize have revealed that about 10% of mRNAs stored in mature pollen grains are pollen-specific [31,32].

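Probe sets Ta.14449.1.S1_at and Ta.3717.1.A1_at were near the bottom of the scale in the first 4 stages and among the brightest in MAN, higher there by 10.86 and 10.81 (log2, SE 0.112 and 0.0871, adjusted p = 1.8e-30 and 9.2e-32 from limma against the mean of PM, LP, DA and TT). Ta.14449.1.S1_at had a level of 14.66 ± 0.038 (SD, n = 3) in MAN and of 3.79 ± 0.074 in TT. Ta.15955.1.S1_a_at fell by 10.87 and TaAffx.59661.1.S1_at by 9.36 (SE 0.104 and 0.102). The lower level was below 5 in each of these 4, so the changes are lower bounds. None of these 4 has a gene symbol. In limma, 46215 of 61179 probe sets differed between MAN and at least 1 of PM, LP, DA and TT, and the methods' t-test with Benjamini-Hochberg adjustment called 38607. At least 2-fold changes were called for 17294. Against the mean of the first 4 stages, 25313 probe sets were higher in MAN and 17054 lower, of which 4905 and 9302 changed at least 2-fold. The hybridization controls were brighter on the MAN arrays, and scaling to them gave 3706 higher and 32066 lower, with the median of all probe sets moved from 0.13 to -0.57. Centring each array on its median gave 19150 higher and 19543 lower.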

Over the seven stages investigated in this study, 38,242 transcripts were differentially expressed in mature anthers when compared to the first four stages of the meiotic time course (p ≤ 0.05 between PM v MAN, LP v MAN, DA v MAN and TT v MAN). Similarly, when immature pollen (IP) was compared to the four meiotic stages, considerable variation was still detected with 9,385 transcripts showing differential expression.

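The beta-amylase gene BMY1 (Ta.3.1.S1_at) was higher in IP than over PM, LP, DA and TT by 3.04 (log2, SE 0.0959, adjusted p = 4.5e-19 from limma), with a level of 11.59 ± 0.21 (SD, n = 3). The small heat shock protein gene hsp16.9A, the only member measured of the list of heat shock proteins, rose by at least 2.63 (SE 0.0983, adjusted p = 1.7e-17 from limma). Of 9 probe sets of histone H2A, 6 fell at least 2-fold and none rose, also when adjusted over the list alone, for example wcH2A-3 (Ta.27192.1.S1_at), which fell by 1.35 (SE 0.136), and wcH2A-2 (Ta.29542.1.S1_x_at), by 1.33 (SE 0.191). Their median was -1.13 (adjusted p = 0.0923 from camera, a test of the list as a set, with an estimated correlation). Each p given below with an estimated correlation comes from this test. With histone H2B included, 12 of 18 fell (adjusted p = 0.0785 with an estimated correlation). With the arrays scaled to the hybridization controls none of the 18 fell at least 2-fold (median -0.65). The controls of IP replicates 2 and 3 (11.16 and 11.08) lay within the 10.76 to 11.40 of PM, LP, DA and TT. Those of IP replicate 1 were at 9.64, so the upward move of IP under this scaling came from that array. Of 8 probe sets of photosynthesis, 5 rose (adjusted p = 0.0581 with an estimated correlation), among them PsbP (TaAffx.120874.1.S1_x_at) by 1.48 (SE 0.153) and FBP (Ta.439.1.S1_at) by 1.48 (SE 0.11). Of 4 raftin probe sets 2 rose (adjusted p = 0.0923 with an estimated correlation), and raftin1b (Ta.4091.1.S1_s_at) rose by 1.52 (SE 0.174). All 4 rose when scaled to the hybridization controls. The 10 tubulin probe sets had a median of -0.35, which changed sign to 0.09 under that scaling, and none changed at least 2-fold in limma, where 7 were lower without a minimum change.
Among probe sets without a symbol, TaAffx.59835.1.S1_x_at rose by 10.68 and Ta.24618.2.S1_s_at by 10.64 (SE 0.126 and 0.145), and TaAffx.38476.1.S1_at fell by 6.60 and Ta.15940.1.S1_at by 6.20 (SE 0.12 and 0.147). The 2 that rose were below 5 in the first 4 stages, so their changes are lower bounds. In limma 24624 probe sets differed between IP and at least 1 of the first 4 stages, 5460 of them at least 2-fold, and the methods' t-test with Benjamini-Hochberg adjustment called 9379. Against the mean of those stages 7691 were higher and 11495 lower. IP replicate 1 had weak hybridization controls, and scaling to them gave 9839 higher and 1037 lower, 10923 in the count over single stages, with the median of all probe sets moved from -0.05 to 0.40.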

### Expression analysis in the developing wheat anther

The complexity of the anther tissues used in this study meant that interpretation of the data required a consideration of developmental changes that were occurring in anther cells other than just the meiocytes. To obtain a view of gene expression changes that may be indicative of the meiotic process and also general developmental shifts, ten biological categories of potential significance were used to group members of the 1,350 diverse transcripts found to show variable expression (see Methods – Microarray analysis). These groups covered genes likely to be involved in tissue growth and differentiation such as those related to hormone regulation, signal transduction and development, as well genes involved in metabolic process. 146 probe sets fell into one of ten categories (Figure 4).

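Histones, ribosomal proteins and most other named groups held their level within 2-fold from PM to TT. Only PM and TT were compared here. The paper's statement on the first 5 stages, which takes in T, is thus covered in part. Of 9 probe sets of histone H2A none changed at least 2-fold in limma, in the methods' t-test or when adjusted over the list alone, while 7 were lower without a minimum change and 7 had an unadjusted p under 0.05. Their median was -0.62 (adjusted p = 0.0654 with an estimated correlation), and wcH2A-9 (Ta.27657.12.S1_at) fell by 0.98 (log2, SE 0.165, adjusted p = 2.4e-04 from limma), or by 0.85 and past no threshold with the arrays scaled to the hybridization controls. That scaling raised its SE to 0.315. The 18 probe sets of histones H2A and H2B gave 13 lower without a minimum change (adjusted p = 0.0539 with an estimated correlation). Of 3 ribosomal protein probe sets, RPS29 (Ta.24254.3.S1_x_at) rose by 0.60 (SE 0.119, adjusted p = 1.7e-03 from limma), which was 0.73 and did not pass under that scaling. Of 10 tubulin probe sets, 1 rose at least 2-fold, the alpha-tubulin TUBA (Ta.723.1.S1_at), by 1.21 (SE 0.156, adjusted p = 7.8e-06 from limma), and 4 were lower without a minimum change. All 4 raftin probe sets were higher without a minimum change and 1 at least 2-fold (adjusted p = 0.0562 with an estimated correlation). In photosynthesis 3 of 8 were higher and 1 lower without a minimum change (adjusted p = 0.0808 with an estimated correlation), and none changed at least 2-fold. In starch 2 of 3 were higher without a minimum change (adjusted p = 0.0654 with an estimated correlation). None of the 5 probe sets of translation factors passed the test, and 1 had an unadjusted p under 0.05. The groups were put together from the platform's annotation, and the categories of Figure 4 were not used here.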

During the first five meiotic stages used in this study, the majority of the categories showed no significant increase or decrease in the level of expression, indicating a degree of transcriptional stability in the anthers over these stages of development. However, there were more pronounced effects when comparing the mature anther stage across all 10 functional categories. 

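Lists of named genes of metabolism and of the anther wall changed both ways in MAN against PM, LP, DA and TT. The raftins, proteins of the tapetum and the microspore wall, fell at all 4 probe sets, raftin1a (Ta.4195.1.S1_at) by 4.34 and raftin1b (Ta.4091.1.S1_s_at) by 4.02 (log2, SE 0.137 and 0.174, adjusted p = 4.3e-20 and 4.6e-17 from limma). Their median was -3.71 (adjusted p = 0.0861 with an estimated correlation). Of 8 probe sets of photosynthesis 6 fell, with a median of -2.28 (adjusted p = 0.0861 with an estimated correlation). The Calvin cycle gene PRK (Ta.23158.1.S1_at) fell by at least 4.75 and PsbP of the oxygen-evolving complex (Ta.85.1.S1_at) by 4.61 (SE 0.108 and 0.129). A probe set of FBP (TaAffx.106041.1.S1_at) rose by 1.08 (SE 0.184, adjusted p = 1.2e-05 from limma), which was 0.38 and past no threshold with the arrays scaled to the hybridization controls. The other FBP probe set (Ta.439.1.S1_at) fell by 1.42 (SE 0.11). Of 3 starch genes, the starch synthase GBSS rose by at least 3.20 (SE 0.0891, adjusted p = 3.1e-21 from limma), while AGP-S (Ta.242.1.S1_at) fell by 1.58 (SE 0.0964) and BMY1 by 1.27. All 4 probe sets of gibberellin 20-oxidase rose at least 2-fold (adjusted p = 0.0934 with an estimated correlation), as GA20ox1b (Ta.23667.1.S1_at) by 1.62 and GA20ox1d (Ta.141.1.S1_x_at) by 1.27 (SE 0.1 and 0.113). None of them rose at least 2-fold with the arrays scaled to the hybridization controls, where their median was 0.49. GA20ox1b (0.92) and GA20ox1d (0.56) stayed called there without a minimum change (adjusted p = 7.0e-04 and 0.041 from limma). Of 5 probe sets of translation factors 3 fell, with a median of -1.35 (adjusted p = 0.13 with an estimated correlation), and all 5 fell under that scaling.
None of 2 profilin and 2 late embryogenesis probe sets of the lists fixed beforehand changed at least 2-fold in limma or in the methods' t-test, and none had an unadjusted p under 0.05. Both late embryogenesis probe sets were below 5 in every stage, so they were not expressed and give no result. The profilin values were 0.16 and -0.06 (SE 0.116 and 0.0982), both below 0 under that scaling. The gene hsp16.9A was below 5 in MAN and in each of the first 4 stages, so no change between them could be measured. Of 13 probe sets of seed storage proteins 1 rose at least 2-fold, and none did so under that scaling.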

In general, all 10 categories showed decreased levels of expression during this stage of development when compared to the other tissues investigated. This trend is particularly evident in the meiosis/cell division and ribosomal categories, inferring that the mRNA of these candidates is down-regulated in mature anthers. 

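Histones, ribosomal proteins and tubulins were lower in MAN than over PM, LP, DA and TT. Of 9 probe sets of histone H2A, 8 fell at least 2-fold and none rose, also when adjusted over the list alone. Their median log2 change was -4.48, or 22.2-fold (adjusted p = 0.0861 with an estimated correlation). A probe set of wcH2A-9 (Ta.27657.14.S1_s_at) fell by 6.93 (SE 0.125, adjusted p = 2.6e-25 from limma). The exception was Ta.27192.1.S1_s_at of wcH2A-3, at 0.12 (SE 0.118, adjusted p = 0.39 from limma), which was at -0.59 and past the threshold with the arrays scaled to the hybridization controls. With histone H2B, which packs DNA together with H2A, 15 of 18 fell (median -4.77, adjusted p = 0.0861 with an estimated correlation), as wcH2B-8 (Ta.7378.17.S1_x_at) by at least 5.86 (SE 0.169). All 3 ribosomal protein probe sets fell, also when adjusted over the list alone, with a median of -2.45 (adjusted p = 0.0861 with an estimated correlation). RPL9 (Ta.14183.1.S1_at) fell by at least 5.11 (SE 0.132), and the probe sets of RPS29 fell by 2.45 (Ta.24254.3.S1_x_at, SE 0.0942) and 1.25 (Ta.30687.2.S1_x_at, SE 0.0897). Of 10 tubulin probe sets 8 fell, with a median of -1.57 (adjusted p = 0.0934 with an estimated correlation), as tubb1 (Ta.212.1.S1_at) by 3.48 (SE 0.12). Tubb4 (Ta.28022.1.S1_x_at) was at -0.13 (SE 0.0851, adjusted p = 0.17 from limma), and TUBA (Ta.723.1.S1_at) fell by 0.47 (SE 0.124, adjusted p = 1.7e-03 from limma), which is under 2-fold and did not pass without replicate 3 of each stage (-0.19) or with the poly-A level as a covariate (-0.39). The histone and ribosomal lists were fixed before the data were examined. From the downward trend in these categories the paper infers that the mRNA of their members is down-regulated in mature anthers.

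**Figure D3:**
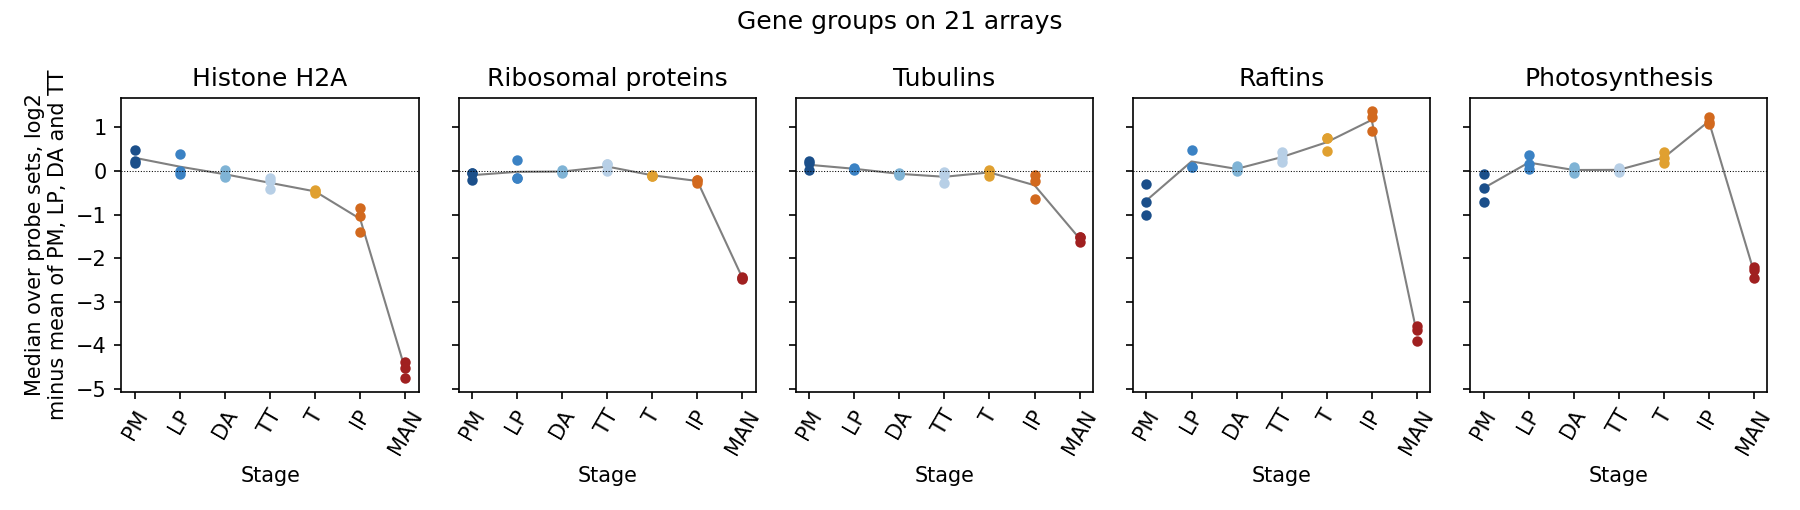
Median over the probe sets of a group of the log2 level minus the probe set's mean over PM, LP, DA and TT (vertical axis), by stage, with 1 point per array and a line through the stage means, for histone H2A (9 probe sets), ribosomal proteins (3), tubulins (10), raftins (4) and photosynthesis (8). In MAN each of these medians lies below 0.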

While not as significant, the transcription factors, organelle activity, signal transduction, lipid metabolism, development and protein metabolism categories also displayed this downward trend as the anther matured. This decline is occurring as the pollen matures and reflects the shutting down of cell division, expansion and differentiation.

### Meiotic clusters

#### Hierarchical clustering

Hierarchical clustering of the 1,350 meiotically-regulated transcripts was performed to identify common gene expression patterns (Figure 5). This revealed two clusters with 88 and 50 transcripts (indicated by I and II on Figure 5) that were expressed at low levels throughout pre-meiosis to immature pollen, only to then rise sharply at the onset of mature anther development (fold changes of 12.91 and 3.12, respectively). 

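The zinc finger gene WZF1 (Ta.103.1.S1_at) and TaAffx.38162.1.S1_at were among 114 probe sets with a MAN mean at least 1 log2 unit above every other stage. These came from the 1383 probe sets called by the methods' t-test with Benjamini-Hochberg adjustment between PM, LP, DA and TT, of which they make up 8.24%. Their mean was 11.20 in MAN and 8.06 to 8.36 in the other stages, a change of 7.61-fold. Average linkage clustering of the same 1383 probe sets, with the tree divided into 12 groups, gave 3 groups whose mean was highest in MAN, with 72 probe sets together. The largest had 64 probe sets and a mean 10.9-fold above the mean of the other stages. The others held 4 probe sets each, with changes of 48.1-fold and 80.0-fold. These counts depended on how the tree was divided: with 8 groups, 8 probe sets lay in groups highest in MAN. A margin of 1.5 in place of 1 left 73 probe sets in the MAN-high class, and a margin of 0.5 gave 187. Among probe sets with at least 2-fold limma calls there were 67 in this class and 18 in groups highest in MAN. With 2 arrays per stage the t-test called few probe sets, and the class held 0 without replicate 1 and 1 without replicate 2 or 3, and 8 probe sets lay in groups highest in MAN without replicate 3. The members of the clusters in Figure 5 were not analysed here.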

Within these two clusters, there were a number of transcripts present with known annotations to genes that have roles in flower development. One such candidate is the GRAB2 protein [33], which contains a NAM (no apical meristem) domain. NAM domains are part of the NAC domain family [34], which have been shown to have roles in cell division and cell expansion in floral organs, as well as determining the positions of meristems and primordia [35]. Another identified transcript, *NEC1*, has been reported to have a role in the opening of anthers in petunia (*Petunia hybrida*) [36].

In addition to these flowering candidates, two *PIP1 *aquaporin transcripts that have previously been isolated from wheat were identified. One could speculate that the up-regulation of aquaporins during pollen maturation helps prevent damage to reproductive structures. Previous work suggests that the products of this gene family help prevent chilling injury [37]. Although other annotated candidates were identified from these two clusters, approximately 53% of the transcripts showed no similarity to any known genes or proteins in the public databases (August 2006). An investigation of the roles of these unknown transcripts is likely to be useful in clarifying the developmental process involved in pollen maturation in wheat and other cereals. In particular, these genes are expressed shortly before full pollen maturity and dehiscence. As the anthers used to prepare this RNA were still green, at this stage there will be genes likely to be involved in preparing the pollen for release. This is consistent with the putative role for the *PIP *genes in desiccation protection. Investigation of other genes in this group may provide valuable targets for general stress or desiccation tolerance.

Although the meiotic stages examined in this study could have been more tightly defined (for example, leptotene could have been separated from pachytene), the timing and collection of such specific events during wheat meiosis would not have guaranteed producing improved resolution. While Chu and colleagues [6] and Primig *et al*. [7] divided their meiotic profiles into seven different categories, these experiments used yeast, where synchronization and identification of specific individual meiotic stages is simple. The meiotic time series used here is significantly more detailed than those examined in other plant systems. Meiosis I and II in bread wheat anthers is completed within 24 hours, with prophase I (which includes leptotene, zygotene, pachytene, diplotene and diakinesis) taking 17 hours [14]. In contrast to other grasses, this is one of the most rapid to complete meiosis with rye (*Secale cereale*) taking 51 hours and barley (*Hordeum vulgare*) taking 39 hours [15]. This is partially explained by Bennett and Smith [14] who showed that in wheat, rye and *Triticale *the duration of meiosis decreases as the ploidy level increases.

Besides cluster groups I and II previously described, at least three clusters (indicated by III, IV and V on Figure 5) appeared to be meiotically-regulated, suggesting that meiotic genes undergo subtle changes in expression, rather than sharp increased or decreased bursts of expression. Possible reasons accounting for these observations include; 1) there may not be a large number of genes exclusively involved in meiosis, irrespective of the number of genes within the organism's genome; 2) meiosis classifications are largely based on cytological observations and may not reflect what is occurring at the transcript level, and 3) the 'dilution effect' of other tissues present in wheat anthers. It should be noted that during meiosis, chromatin is heavily condensed and this may pose limitations for the transcriptional machinery of the cell. Consequently, the expectation would be for gene expression to be restricted to genes essential to the meiotic process. Transcripts required for other functions, such as general cell metabolism, would most effectively be provided prior to the onset of meiotic condensation.

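The recombinase gene DMC1, the mismatch repair gene MSH6, Ta.400.2.A1_at, Ta.10020.1.S1_at, Ta.16669.1.S1_x_at and TaAffx.60258.2.S1_s_at belonged to a class of 83 probe sets whose mean was highest in PM and at least 1 log2 unit lower in TT. The class mean was 9.83 in PM, 8.41 in TT and 6.35 in MAN, and the fall from PM to TT was 2.66-fold. ASY1, DMC1, WMC5, the tubulin gene Tubb5, PRK, GLU1A and cys1 belonged to a class of 436 probe sets with a MAN mean at least 1 log2 unit below every other stage. A class of 62 probe sets was higher in both T and IP than in PM, LP, DA and MAN. Its mean was 7.33 in PM, 9.58 in TT, 11.82 in T, 11.52 in IP and 6.73 in MAN, a change of 20.8-fold, and no member has a gene name. All classes were drawn from the 1383 probe sets called by the methods' t-test with Benjamini-Hochberg adjustment between PM, LP, DA and TT, and 757 of these fell in no class. Average linkage clustering into 12 groups put 1204 of them in 1 group and 10 in a group highest in T. A group of 85 had a mean that fell from 10.53 in PM to 8.96 in IP and 5.58 in MAN, 22.5-fold below the mean of the other stages. With a margin of 1.5 in place of 1 the falling class had 24 members, with 0.5 it had 176, and among at least 2-fold limma calls it had 189. With 2 arrays per stage the t-test called few probe sets, and the falling, MAN-low and T and IP classes held 0 to 1, 1 to 3 and 0 to 1 members.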

Of the meiotically-regulated clusters identified, one cluster contained only 15 transcripts, while the other two contained 48 and 287 transcripts (indicated on Figure 5 by III, IV and V respectively). The cluster of 15 transcripts (III) showed enhanced expression during the latter stages of meiosis I. Consequently, these genes may be involved in the latter stages of meiosis or the early stages of pollen maturation. While 33% of these transcripts showed no similarity to any known sequences in the public databases (August 2006), one transcript was similar to a gene encoding a male fertility protein from both maize (Accession Number: NP_912416) and wheat (Accession Number: AAV70496) suggesting that this transcript has a role in pollen maturation as opposed to meiosis. When examining the other two cluster groups (indicated by IV and V on Figure 5), many transcripts were identified that have already been reported to have roles in processes that occur during early meiosis. Not only were transcripts that had significant similarities to cell cycle proteins, kinesin-related proteins and chromomethylases identified but candidates implicated in chromosome pairing, synapsis and recombination were also represented.

To gain insight into the functional roles of genes identified in these three clusters a similar strategy to that of Iguchi and colleagues [38] was used, whereby transcripts were assigned to a biological category based on annotated functions. In cluster groups III, IV and V, approximately 40% of the 350 transcripts (pooled value from the three clusters) were either functionally not annotated or novel (with no database matches returned) (Table 1). While the classifications of the 350 transcripts ranged from functional categories as diverse as abiotic stress-related and secondary metabolism, a reasonable proportion (17%) represented unambiguous meiotic and/or cell division candidates (Table 1). These transcripts were assigned to a specific meiotic and/or cell division category based on their annotation (Figure 6). Transcripts showing significant database matches to histones, cell cycle and cytoskeletal candidates isolated from other organisms, as well as chromosome-associated, recombination and mismatch repair genes were all identified.

### Transcripts involved in early meiosis

The key aim of the experiments described here was to identify genes that may be involved in controlling the early stages of meiosis. Therefore we were particularly interested in transcripts that showed expression only in the early meiotic stages. These were identified based on transcripts with an RMA normalized value > 6 for either PM or LP and < 5 for all stages thereafter. 

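Probe sets TaAffx.11970.3.S1_s_at, TaAffx.86700.1.S1_at, TaAffx.29005.1.S1_at and Ta.400.2.A1_at were the only 4 of 61179 with a mean above 6 in PM or LP and below 5 in every later stage. TaAffx.11970.3.S1_s_at had a level of 6.15 ± 0.238 (log2, SD, n = 3) in PM and fell by 1.56 to DA (SE 0.159, adjusted p = 3.3e-07 from limma). TaAffx.86700.1.S1_at, at 6.11 ± 0.342 in PM, fell by 1.92 (SE 0.167, adjusted p = 2.5e-08 from limma). Ta.400.2.A1_at, for which the paper reports a match to a condensin complex subunit, was at 6.17 ± 0.154 in PM and 5.21 ± 0.119 in LP and fell by 1.23 to DA (SE 0.131, adjusted p = 6.3e-07 from limma). TaAffx.29005.1.S1_at peaked in LP, at 6.07 ± 0.436 (SD, n = 3), and was lower in DA than in PM by 0.75 (SE 0.167, adjusted p = 7.2e-03 from limma). That call ended with the arrays scaled to the hybridization controls, where the change was -0.85 and the SE rose to 0.315. It also ended without replicate 2 (-0.68) or 3 (-0.58) of each stage and with the poly-A level as a covariate. All 4 probe sets were below 5 in DA, so these falls are lower bounds. In MAN the 4 levels lay between 3.99 and 4.27. Where every array had to pass in place of the mean, 1 probe set met the rule. A lower limit of 5.5 gave 25 probe sets and an upper limit of 5.5 gave 15. With the arrays scaled to the hybridization controls there were 3.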

Interestingly only four transcripts were identified, of which three (TaAffx.11970.3.S1_s_at, TaAffx.29005.1.S1_at and TaAffx.86700.1.S1_at) showed no significant similarity to sequences in the NCBI and TIGR databases. The remaining transcript (Ta.400.2.A1_at) returned a significant hit of 6e^-59 ^to a putative condensin complex subunit from rice (BLASTx). The condensin complex has been reported to have varying roles during both mitosis and meiosis, including chromosome segregation and spindle assembly. These genes are clearly prime candidates for further study since they might have a role in coordinating the early meiotic event of recombination.

From the 1,350 putative meiotic transcripts identified through gene filtration, many appear to be orthologous to genes from other organisms that are known to be involved in meiosis. Specifically, there are representatives of genes involved in processes such as synapsis, *TaASY1 *(an orthologue of *AtASY1*, *Arabidopsis *asynapsis 1) (Boden *et al*., unpublished data). Furthermore, there are several mismatch repair genes including wheat MutS homologue 2 (*TaMSH2*), wheat MutS homologue 6 (*TaMSH6*), and the previously characterised wheat MutS homologue 7 (*TaMSH7*) [39]. 

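The synapsis gene ASY1 (Ta.9186.1.S1_at) was highest in PM, at 10.90 ± 0.044 (log2, SD, n = 3), and lowest in MAN, at 6.22 ± 0.28. From PM to TT it fell by 0.99 (SE 0.124, adjusted p = 4.7e-06 from limma), and in MAN it was lower than over PM, LP, DA and TT by 4.29, or 19.6-fold (SE 0.0979, adjusted p = 4.1e-23 from limma). In IP its level was 8.70 ± 0.04. PHS1 (TaAffx.47591.1.S1_at), a gene of homologous chromosome pairing, was at 10.43 ± 0.094 (SD, n = 3) in PM, 9.87 ± 0.258 in TT and 7.77 ± 0.038 in MAN. It fell by 0.57 from PM to TT (SE 0.118, adjusted p = 2.4e-03 from limma). In MAN it was lower by 2.41 than over PM, LP, DA and TT (SE 0.0934, adjusted p = 4.2e-18 from limma). With the arrays scaled to the hybridization controls the fall from PM to TT was 0.86 for ASY1 and 0.44 for PHS1 and passed for neither. The SE of both was then raised to 0.315. Without replicate 2 of each stage the fall of PHS1 was 0.37 and did not pass.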

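MSH6 (Ta.24096.1.S1_at), which encodes a mismatch recognition protein, was near the boundary of expression, at 5.88 ± 0.583 (log2, SD, n = 3) in PM and 4.80 ± 0.306 in TT. It fell by at least 1.09 between these stages (SE 0.213, adjusted p = 1.3e-03 from limma). In MAN it was at 4.25 ± 0.406, lower than over PM, LP, DA and TT by at least 1.08 (SE 0.168, adjusted p = 3.1e-06 from limma). It was below 5 in TT and MAN, so these falls are lower bounds. The fall from PM to TT was 0.61 without replicate 2 of each stage and 0.96 with the arrays scaled to the hybridization controls, and passed under neither. That scaling raised the SE to 0.315. The related gene MSH4 (Ta.25861.1.A1_at), which acts in meiotic crossing over, was at 8.31 ± 0.251 (SD, n = 3) in PM and 6.21 ± 0.073 in MAN. It fell by 0.67 from PM to TT (SE 0.115, adjusted p = 3.3e-04 from limma), which was 0.51 and 0.54 under the same changes and passed under neither. In MAN it was lower by 1.79 than over PM, LP, DA and TT (SE 0.0911, adjusted p = 1.6e-15 from limma). MSH7 was not analysed here.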

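The strand exchange gene DMC1 (Ta.30833.1.S1_at) fell from 11.81 ± 0.044 (log2, SD, n = 3) in PM to 10.20 ± 0.181 in TT, by 1.61 (SE 0.114, adjusted p = 3.0e-10 from limma), and was at 5.64 ± 0.208 in MAN. It was lower in MAN than over PM, LP, DA and TT by 5.26, or 38.2-fold (SE 0.0904, adjusted p = 9.2e-26 from limma). RAD54 (Ta.7706.1.S1_at), a gene of homologous recombination, fell by 0.99 from PM to LP (SE 0.127, adjusted p = 2.1e-05 from limma) and by 1.16 from PM to TT. In MAN it was lower by 3.48 than over PM, LP, DA and TT. The single-stranded DNA binding protein gene RPA (Ta.6986.1.S1_at) was highest in LP, at 10.09 ± 0.264 (SD, n = 3). From PM it rose by 0.52 to LP (SE 0.139, adjusted p = 0.0261 from limma), and it was lower in TT than in PM by 0.48 (adjusted p = 0.0323 from limma). Against the mean of PM, LP, DA and TT it was lower in MAN by 4.29 (SE 0.11). RAD51C (Ta.10540.1.S1_at) was near the boundary of expression, at 6.21 ± 0.085 in PM and 4.87 ± 0.41 in MAN. It fell by 0.92 from PM to TT (SE 0.176, adjusted p = 9.8e-04 from limma). Against the mean of PM, LP, DA and TT it was lower in MAN by at least 0.90 (SE 0.139). RAD51B (Ta.7197.1.A1_at) was level from PM to TT, with a difference of 0.16 (SE 0.12, adjusted p = 0.503 from limma). In MAN it was lower by 2.52 than over PM, LP, DA and TT (SE 0.0949, adjusted p = 2.2e-18 from limma). With the arrays scaled to the hybridization controls only DMC1 kept a call between PM and TT. RAD54 (-1.03), RAD51C (-0.79) and RPA (-0.35) did not pass, nor did RAD54 (-0.91) and RPA (0.59) between PM and LP. The SE was then 0.315 for each, above the SE without scaling, and it takes in the spread of IP replicate 1. Without replicate 1, 2 or 3 of each stage, at least 1 of the RPA calls between PM, LP and TT was lost (PM to LP 0.49 without replicate 2 and 0.39 without replicate 3, PM to TT -0.30 without replicate 1 and -0.47 without replicate 3). The rise of RPA to LP was 0.44 and did not pass with the poly-A level as a covariate.

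**Figure D4:**
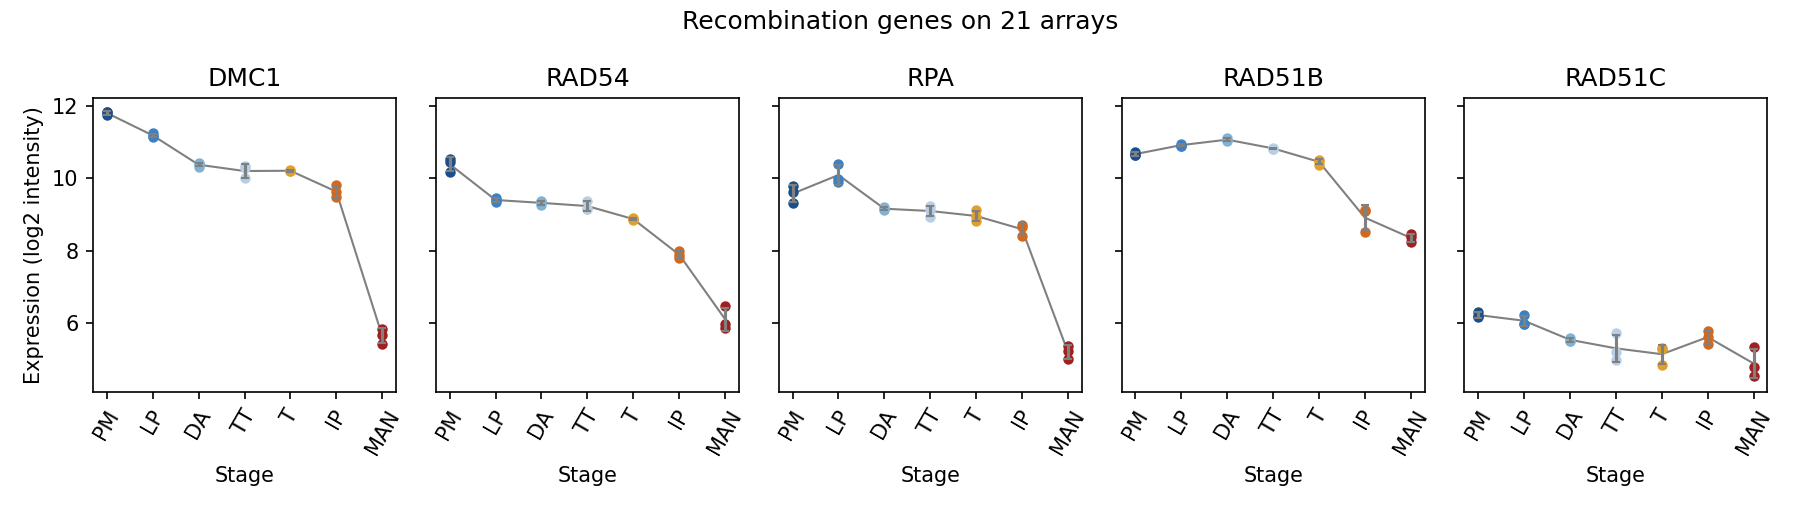
Level (log2 intensity) of DMC1, RAD54, RPA, RAD51B and RAD51C by stage, with 1 point per array, the line through the means and bars of 1 SD (n = 3). All 5 genes were lower in MAN than over PM, LP, DA and TT, and RPA was highest in LP.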

Other putative meiotic transcripts identified within the microarray data include candidates for recombination, such as radiation sensitive *RAD51B *and *RAD51C*, disrupted meiotic cDNA (*DMC1*) and the rice replication protein A1 (RPA). Osakabe and colleagues [40] and Bleuyard and colleagues [41] have previously characterised *Arabidopsis *RAD51B (*AtRAD51B*) and found that it is important for double stranded DNA break repair in somatic cells. RAD51C on the other hand, is necessary for homologous recombination in meiosis and mitosis [41-43]. From previously published research, it is evident that RPA is essential for various aspects of DNA metabolism in eukaryotes [for review see [44]]. In rice and *Arabidopsis *there are two different types of RPA [45] with inactivation of the *AtRPA70a *resulting in lethality, thus suggesting a role in DNA replication. However, even though the phenotype appeared normal under standard growth conditions, disruption of *AtRPA70b *resulted in hypersensitivity to mutagens such as UV-B and methyl methanesulfonate. This implied a role in DNA repair processes [45].

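Over the 7 stage means, ASY1 and DMC1 had a Pearson r of 0.978 (adjusted exact permutation p = 0.0046 over 105 pairs) and a Spearman rho of 0.964 (adjusted exact p = 0.0139). Without MAN the r was 0.895, and without the 2 stages farthest from the median it was 0.916. ASY1 and PHS1 had an r of 0.987 (0.972 without MAN and 0.953 without the 2 farthest stages), MSH4 and PHS1 0.992 (0.936 and 0.915), ASY1 and RAD54 0.976 (0.921 and 0.781), and RPA and ASY1 0.970 (0.885 and 0.861). MSH6 and RAD51C, both at a low level, had an r of 0.930 and a rho of 0.786 (adjusted exact p = 0.024 and 0.097), and an r of 0.893 without MAN and 0.684 without the 2 farthest stages. RAD51B had an r of 0.922 with ASY1, which was 0.856 without MAN and 0.333 without the 2 farthest stages.
Among all 105 pairs of the 15 transcripts of Table 2, the median r was 0.826, and 68 pairs passed by Pearson's r and 34 by Spearman's rho. The paper chose these transcripts by their meiotic expression profiles and by similarity to known meiotic genes. Likeness among the profiles was thus partly set by the choice. The exact p shuffles the stages as if they could change places, although they are in developmental order. MAN lay apart from the other stages for most of these genes. Of the 33 pairs with an r over 0.9, 10 stayed over 0.9 without MAN, and the median of all pairs without MAN was 0.658.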

Many of the transcripts with significant similarities to previously characterised meiotic genes (some of which have been described above) displayed analogous patterns within our data set. Therefore it appears that the wheat genes identified here are indeed orthologues of the meiotic genes identified in other organisms. Information on transcript abundance can help identify previously uncharacterized genes that may have roles in homologous recombination. Such transcripts would show co-regulation with known meiotic genes from within this meiotic data set. This assumption is supported by the close similarities in expression profiles between two related mismatch repair genes, *TaMSH7 *[39] and *AtMLH1 *[46] (correlation coefficient of 0.997).

In addition to the 'known' meiotic genes described above, the wheat data set contains many meiotic transcripts that do not show significant similarity to sequences in the NCBI and TIGR databases (*E*-value < e^-10^). Three of these transcripts display radically different levels of expression across the meiotic time course investigated (Figure 7). In particular, the transcript corresponding to the Affymetrix probe set TaAffx.38162.1.S1_at displays an extreme expression pattern in the microarray data. This expression profile was confirmed in the Q-PCR analysis. 

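TaAffx.9800.1.S1_at and TaAffx.60258.2.S1_s_at both fell through meiosis, the first already by LP and the second after LP. The first had a level of 9.61 ± 0.085 (log2, SD, n = 3) in LP, 7.01 ± 0.18 in TT and 6.62 ± 0.153 in T, 57.0-fold below PM. Its level was again high in IP, at 13.12 ± 0.275, and in MAN, at 11.99 ± 0.069. The second was at 10.90 ± 0.051 in LP and 8.02 ± 0.217 in DA and reached 6.93 ± 0.112 in T, 18.2-fold below PM. It stayed at 6.82 ± 0.104 in IP and 6.88 ± 0.176 in MAN. TaAffx.38162.1.S1_at fell from PM to LP and was higher in T than in PM, by 11.3-fold. All 3 probe sets were called by limma and by the methods' t-test with Benjamini-Hochberg adjustment between PM, LP, DA and TT.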

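TaAffx.38162.1.S1_at had a level of 8.22 ± 0.266 (log2, SD, n = 3) in PM and was 5.97-fold lower in LP. It was 67.4-fold higher in T than in LP, with levels of 6.74 ± 0.151 in DA and 11.72 ± 0.287 in T. In IP the level was 9.66 ± 0.054, and it was highest in MAN, at 13.46 ± 0.131. The fall from PM to LP had an adjusted p of 1.5e-11 from limma.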

With more than a four-fold drop from PM to LP, and then a rapid 64-fold increase in expression between LP to T, this gene might encode a repressor of an event occurring within the leptotene to pachytene stages such as chromosome pairing, synapsis or recombination. 

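The profile of TaAffx.38162.1.S1_at over the 7 stage means was compared with that of every other probe set. None had a Pearson r of at least 0.95 together with a range of at least 8-fold between its stage means. At an r of at least 0.9 there were 8 such probe sets, at a Spearman rho of at least 0.95 there were 30, and without a minimum range there were 129. With MAN left out the count was again 0, and without replicate 1 of each stage it was 1. No test was made for this count, since 7 stage means were compared for each probe set.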

Significantly, there does not appear to be a transcript within the entire data set that shares a similar expression profile to probe set TaAffx.38162.1.S1_at. Consequently, TaAffx.38162.1.S1_at is a worthy candidate for further work to elucidate its role during bread wheat meiosis.

### Q-PCR confirmation of microarray data

Q-PCR was conducted in order to validate representative microarray results and examine the correlation between the two expression profiling platforms. A total of 15 primer sets were designed to amplify fragments representing probe sets on the Affymetrix GeneChip^® ^(Table 2). Transcripts were selected based on their meiotic expression profiles and similarity to known meiotic genes (where there was an expression profile to support conservation of function).

The microarray and Q-PCR profiles were closely related. Correlation coefficients ranged from R = 0.73 to R = 0.98, with the exception of one outlier (R = 0.50) (Figure 8). The median correlation coefficient for the microarray/Q-PCR data set was R = 0.95. Overall expression patterns were similar, confirming a high degree of reproducibility between the two platforms. These results parallel those of Honys and Twell [47] and Shary and colleagues [48] who showed similar levels of correlation with reverse transcription PCR and northern blots, respectively.

A pairwise comparison between the Q-PCR results highlighted co-expression between many of the transcripts (Table 3) with a significant number of these transcripts having a correlation of over 0.9. These findings suggest that there are a discrete number of transcription factors that control meiotic genes and hence the regulation of meiotic progression in bread wheat, as has been suggested for yeast [49,50]. In order to further our understanding of meiotic regulation and determine whether any of these candidates are co-regulated, a yeast one-hybrid approach could be employed using the promoter regions of the candidates.

## Conclusion

The transcript profiling information generated in this study was designed to help decipher the bread wheat meiome as an important step to manipulate pairing and recombination in plant breeding programs. Over 1,300 transcripts showed meiotic regulation over the tissue series used in this study, with 467 novel transcripts identified. Through hierarchical clustering 60 meiosis and/or cell division candidates were identified as meiotically-regulated. Histone-related, chromosome-associated, recombination and fertility candidates were among those identified in this group. Through comparison with similar research in simpler eukaryotes, it has been possible to draw parallels with the more complex genome of hexaploid bread wheat. A select number of novel candidates in addition to known meiotic genes will now form the basis for further research. The key objective of the study outlined here, has been to provide a resource for meiosis research that can link the strong cytogenetic, genetic and practical research base of wheat to the detailed biochemical and molecular information now emerging from model organisms such as yeast.

## Methods

### Tissue isolation and RNA extraction

Wild-type wheat (*Triticum aestivum *L. cv. Chinese Spring) was grown in a temperature-controlled glass house at 23°C (day) and 15°C (night) with a 14 hour photoperiod. Anthers were collected and dissected using a Leica MZ6 dissecting microscope. Anther squashes were prepared in order to determine the stage of meiosis. Squashed anther preparations were viewed using a Leica DM1000 compound microscope.

The seven stages collected were pre-meiosis (PM), leptotene to pachytene (LP), diplotene to anaphase I (DA), telophase I to telophase II (TT), tetrads (T), immature pollen (IP) and mature anthers (MAN). Immediately after determining the stage, the remaining two anthers from the floret were placed into liquid nitrogen. After collecting at least 25 staged anthers for each time point from several biological samples, anthers from the respective stages were pooled. Leaf material used in this study was collected from glasshouse-grown plants (six weeks) and total RNA isolated using Trizol^® ^(Gibco BRL, Australia) according to the manufacturer's protocol.

### Microarray processing

aRNA from the seven stages were amplified and labelled from one microgram of total RNA with two rounds of amplification. The GeneChip^® ^Two-Cycle cDNA Synthesis Kit (Affymetrix, CA, USA) was used to produce reverse transcribed double-stranded cDNA containing a T7 promoter, which was *in vitro *transcribed using the Ambion Megascript T7 amplification kit (Ambion, TX, USA). This unlabelled aRNA was subsequently reverse transcribed to double stranded cDNA using the GeneChip^® ^Two-Cycle cDNA Synthesis Kit and biotin labelled aRNA was then produced using the GeneChip^® ^IVT Labelling Kit (Affymetrix, CA, USA). Twenty micrograms of aRNA from each of the seven samples were fragmented for hybridization to each microarray. In total three technical replicates were conducted for each of the seven stages examined. Affymetrix GeneChip^® ^Wheat Genome Arrays were used for all samples. The arrays were hybridized and processed according to the manufacturer's specifications.

### Microarray analysis

Normalization of the microarray data was conducted using RMA. The software package Acuity 4 (Molecular Devices, CA, USA) was then used to analyze the microarray data. Microarray expression ratios were presented as log-transformed base 2. Gene annotations were obtained through batch BLASTs (BLASTx; *E*-value < e^-10^) using the Affymetrix probe set sequences in tandem with sourcing annotations directly from the Affymetrix website. In total, 412 'rogue' probe sets were discarded from the analysis due to technical problems during the microarray processing.

All p-values referred to in the text are corrected p-values that were obtained using student's t-tests assuming equal variances and using the Benjamini-Hochberg method [51]. These p-values were used to determine whether transcripts were temporally-regulated during meiosis.

Suitable probe sets from the 1,350 transcripts used for expression analysis in the developing wheat anther were selected based on several criteria. Probe sets designated by Affymetrix not to cross-hybridize outside of their gene family were selected if they had a consensus sequence > 250 bp and had a BLASTx match with an *E*-value < e^-30^. The 633 transcripts that remained were then assigned to functional categories of interest based on literature searches of the BLASTx matches. The average of the pre-meiosis (PM) values for each respective functional category was then subtracted from every data point. The line graphs and box and whisker plots presented here were produced using Sigma Plot (Version 9) (Systat Software, IL, USA).

Hierarchical clustering analysis focussed on transcript expression patterns rather than absolute values and the triplicate data over the seven stages was averaged. The average of every row (that is, every transcript) was then subtracted from every signal intensity in the gene expression matrix. The rows were then clustered using a Euclidean squared similarity metric and the average linkage method. Acuity 4.0 (Molecular Devices, CA, USA) was also used to apply principal component analysis to the data set.

### Microarray data set

The microarray data set has been deposited in the Gene Expression Omnibus (GEO) database (Accession: GSE6027).

### cDNA synthesis and Quantitative Real-Time PCR

Seven independent cDNA synthesis reactions were made for the staged anthers (PM, LP, DA, TT, T, IP and MAN) using the same RNA that was hybridized to the wheat GeneChip^®^. RNA (1 μg) was used as template for the cDNA synthesis reaction with Superscript III RNAse H^- ^Reverse Transcriptase (Invitrogen, Australia) according to the manufacturer's instruction.

For each gene investigated using Q-PCR, a dilution series covering seven orders of magnitude was prepared from 10^9 ^copies/μL stock solution as detailed in Burton and colleagues [52]. Three replicates of each of the seven standard concentrations were included with every Q-PCR experiment together with a minimum of three no template controls. Q-PCR experiments were assembled by a liquid handling robot, a CAS-1200 robot (Corbett Robotics, Australia). Three replicate PCRs for each of the cDNAs were included in every run.

Two μL of the cDNA solution or the diluted standard or water was used in a reaction containing 5 μL of IQ SYBR Green PCR reagent (Bio-Rad Laboratories, California, USA), 1.2 μL each of the forward and reverse primers at 4 μM, 0.3 μL of 10X SYBR Green in water and 0.3 μL of water. The total volume of this PCR was 10 μL.

Reactions were performed in a RG 3000 Rotor-Gene Real Time Thermal Cycler (Corbett Research, Australia) as follows; 3 minutes at 95°C followed by 45 cycles of 1 second at 95°C, 1 second at 55°C, 30 seconds at 72°C and 15 seconds at the optimal acquisition temperature described in Table 2. A melt curve was obtained from the product at the end of the amplification by heating from 70°C to 99°C. Using the Rotor-Gene V6 software (Corbett Research, Australia) the optimal cycle threshold (CT) was determined from the dilution series, with the raw expression data derived. The mean expression level and standard deviation for each set of three replicates for each cDNA was calculated.

### Quantitative Real-Time PCR normalisation

The normalisation strategy by Burton and colleagues [52] was used in this time course experiment. Four control genes were assessed (*actin*, *GAPdH*, *EFA *and *cyclophilin*). The three best control genes from this set were selected, with normalisation factors calculated using the geNorm program [53].

While these genes have been used in other studies the consistency of expression of the best three control genes in this case was found to be poor. A measure of consistency was obtained by examining the M value [53], where a high M value indicates that a control gene has a very disparate expression with respect to other control genes. The highest M value from the best three genes in these experiments was approximately 1.7. Based on other time course experiments conducted, we anticipated M values of approximately 1.0. To address this concern, further control genes were tested until an acceptable M value was obtained. Two additional genes were selected from the microarray data (Ta.9657.1.S1_at and Ta.28350.1.S1_a_at) in addition to the four 'standard' Q-PCR control genes mentioned above.

Selection criteria imposed for identifying the additional control transcripts were based on a similar strategy to Czechowski and colleagues [54]. Additionally, the signal intensities were greater than five (log base 2) in all 21 arrays with the triplicate data for the transcripts having a standard deviation of less than 0.1. 

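Ta.9657.1.S1_at and Ta.28350.1.S1_a_at, the control transcripts added for the Q-PCR, were above 10 (log2) on all 21 arrays. Over the 21 arrays Ta.9657.1.S1_at lay between 10.90 and 11.79 and Ta.28350.1.S1_a_at between 13.71 and 14.57. The stage means of the first spanned 0.385 and those of the second 0.353. The SD of the 3 arrays was under 0.1 in 6 of 7 stages for the first and in 4 of 7 for the second. The exception of the first was IP, with an SD of 0.403, and the second had its highest SD there, 0.391. In IP replicate 1 their levels were 10.90 and 13.71, while the mean of the other IP arrays was 11.60 and 14.39. Of 30970 probe sets above 5 on all arrays, 40 had an SD under 0.1 in every stage, and 273 had it in every stage but IP. A limit of 0.2 gave 5507 probe sets.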

Probes sets that Affymetrix denoted as being likely to cross hybridize were not selected. After re-calculating the normalization factors using geNorm, the highest M value from the three best control genes was reduced to 0.68 and the raw expression values for the genes of interest in each cDNA were divided by the normalization factor for that cDNA to produce the normalized expression data.

## Authors' contributions

WC conducted the research, analyzed the data and drafted the manuscript. UB and TS designed the research, analyzed the data and drafted the manuscript. NS, TW and GS contributed analytical tools and analyzed the data. PL designed the research and drafted the manuscript. JAA designed and conducted the research, analyzed the data and drafted the manuscript. All authors read and approved the final manuscript.

## Figures and Tables

**Figure 1:**
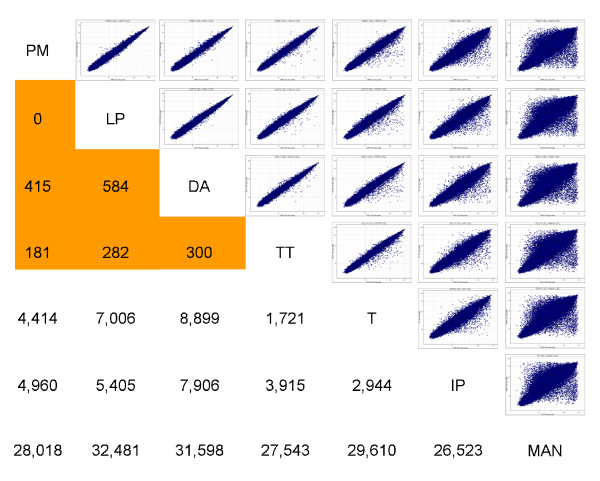
**Scatter plot and statistical analysis comparing all seven stages investigated with the wheat Affymetrix GeneChip^® ^to one another**. PM = pre-meiosis; LP = leptotene to pachytene; DA = diplotene to anaphase I; TT = telophase I to telophase II; T = tetrads; IP = immature pollen; MAN = mature anthers. All values in the figure represent the number of transcripts with corrected p-values ≤ 0.05 from t-tests performed between the two tissues of interest. The orange shading represents the pooled stages from where the 1,350 non-redundant meiotically-regulated transcripts were identified.

**Figure 2:**
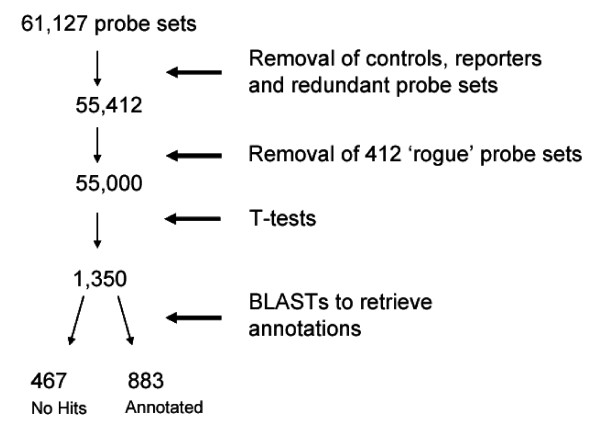
**Filtration process used for Affymetrix wheat GeneChip^® ^data**. The controls and 'rogue' probe sets were removed from the data prior to filtration. Meiotically-regulated transcripts were then identified using t-tests, with NCBI database annotations retrieved for the remaining transcripts where available (*E*-value < e^-10^).

**Figure 3:**
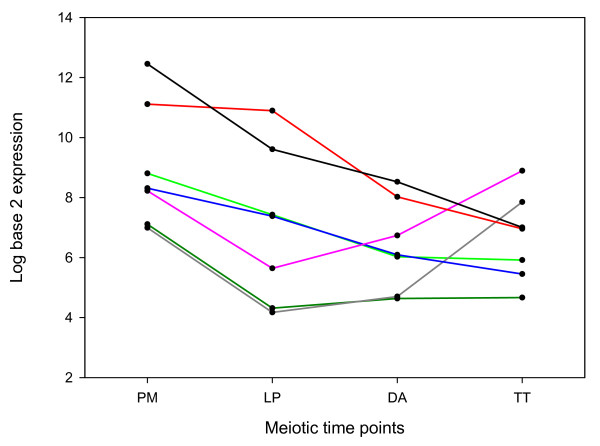
**Transcripts with at least an eight-fold change in expression level between and including pre-meiosis to telophase II**. Black = TaAffx.9800.1.S1_at; red = TaAffx.60258.2.S1_s_at; light green = Ta.10020.1.S1_at; blue = Ta.6922.1.S1_at; pink = TaAffx.38162.1.S1_at; dark green = Ta.16669.1.S1_x_at; and grey = Ta.6831.1.S1_at. PM, LP, DA and TT are as described in Figure 1.

**Figure 4:**
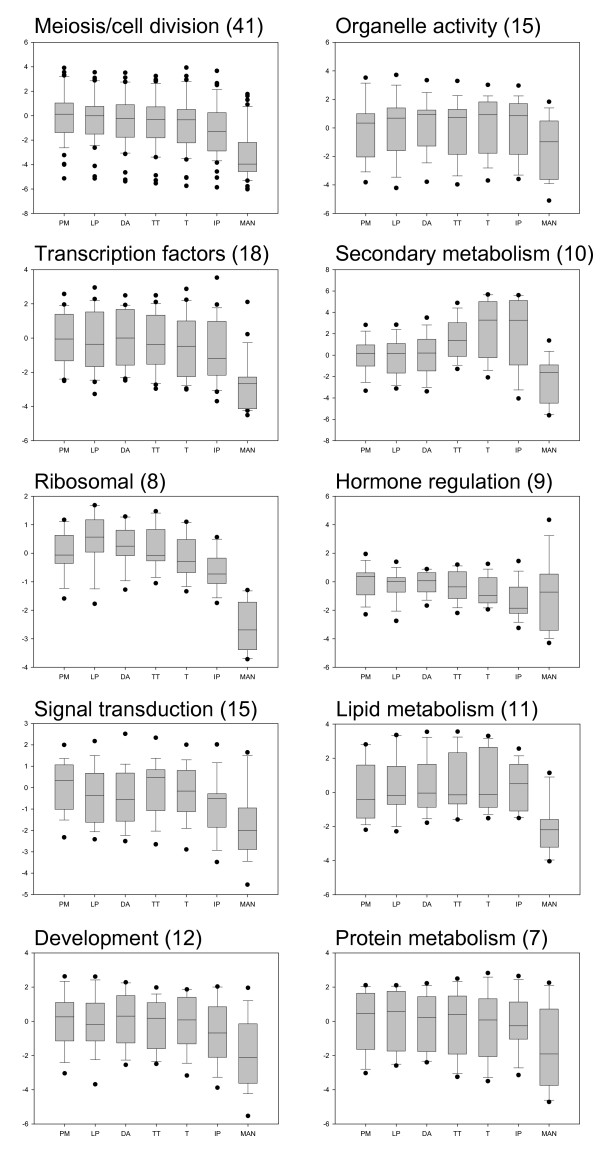
**Functional classifications and expression analysis from the developing wheat anther**. Transcripts were pooled into categories based upon their annotations and having satisfied the following criteria: an *E*-value < e^-30^, a sequence length > 250 bp and their cross-hybridizing status (based on the Affymetrix designation). The data for each functional category is represented as log base 2, RMA normalized values that were centered on the average of the pre-meiosis (PM) value. Representations (n) assigned to each functional category are indicated in brackets.

**Figure 5:**
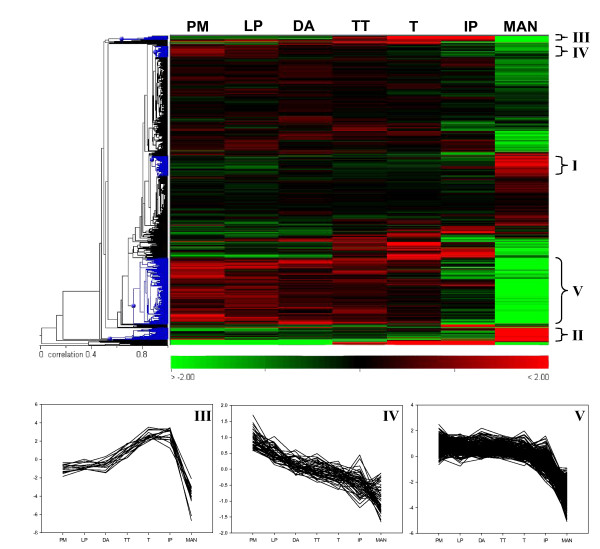
**Hierarchical clustering of 1,350 meiotically-regulated transcripts**. The expression profiles of 1,350 transcripts (rows) were grouped across seven staged anthers (columns); pre-meiosis (PM), leptotene to pachytene (LP), diplotene to anaphase I (DA), telophase I to telophase II (TT), tetrads (T), immature pollen (IP) and mature anthers (MAN) (averages shown). Clusters of interest (described in text) are highlighted in blue and labelled I and II (pollen clusters); III, IV and V (meiotic clusters). The Y-axis for cluster groups III, IV and V is centered, log base 2, RMA normalized values.

**Figure 6:**
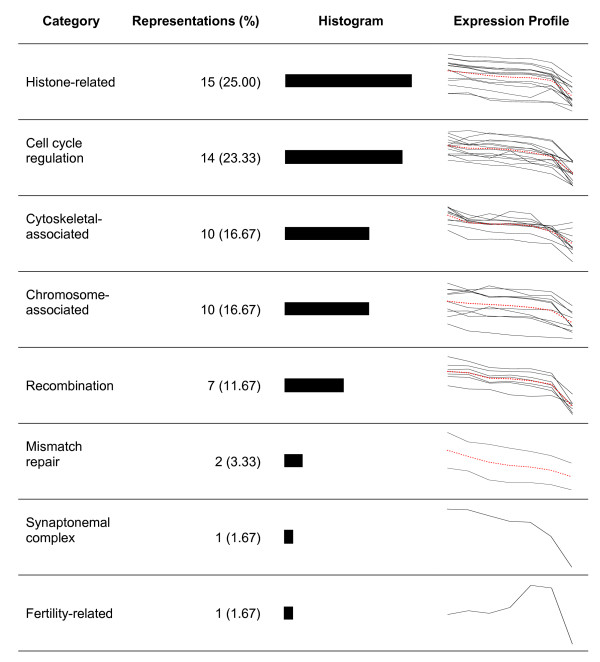
**Functional classifications for the 60 meiosis and/or cell division transcripts identified from Table 1**. These transcripts were classified into functional categories based on the annotation obtained. The histogram represents the absolute values for each category, while the expression profiles for each of the candidates within each of the categories has also been shown. The red dotted line in the expression profile graphs represents the overall trend line for that category.

**Figure 7:**
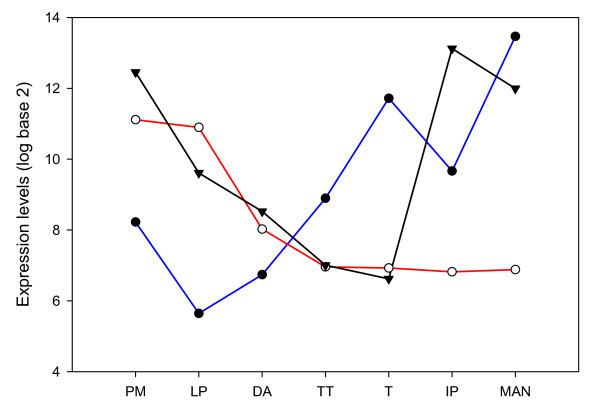
**Three novel candidates with significant expression variability across the seven stages investigated**. TaAffx.38162.1.S1_at (blue), TaAffx.9800.1.S1_at (black) and TaAffx.60258.2.S1_s_at (red) are highlighted. TaAffx.38162.1.S1_at shows more than a 64-fold increase in expression from LP to T, while TaAffx.9800.1.S1_at drops approximately 64-fold from PM to T. TaAffx.60258.2.S1_s_at is also down-regulated from PM to T approximately 16-fold. PM, LP, DA, TT, T, IP and MAN are as described in Figure 1.

**Figure 8:**
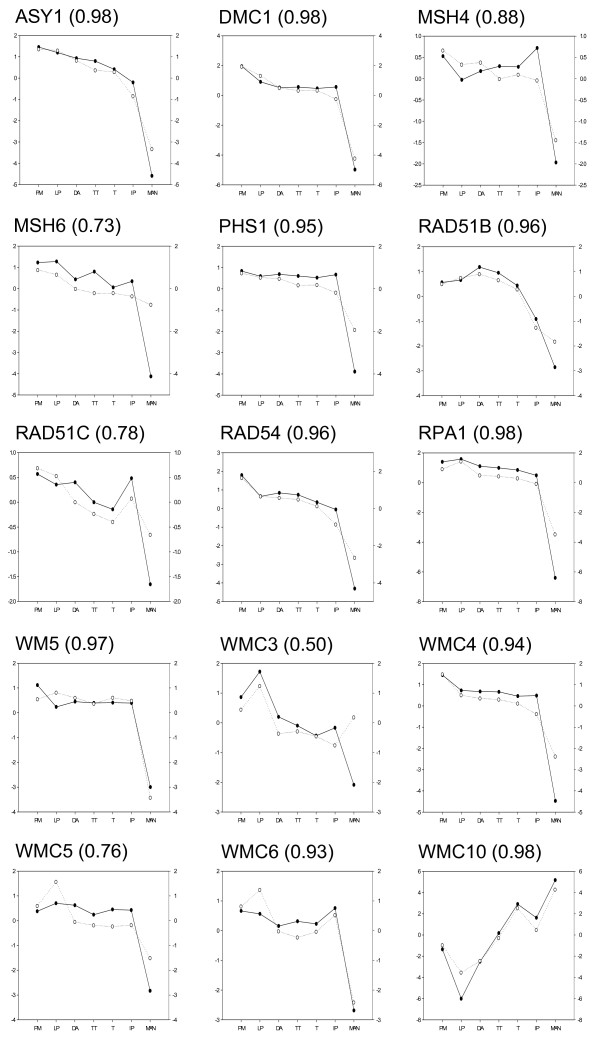
**Correlation of the microarray profile with the Q-PCR data from the corresponding transcript**. Lines with the open circles represent microarray data, while lines with solid circles represent the Q-PCR data. The data for each transcript from the microarray is log base 2, RMA normalized and centered about its average across the seven stages, while the data for the Q-PCR is log base 2, normalized mRNA copies/μL and centered. Correlation values for each of the transcripts investigated using both technology platforms are indicated.

**Table 1:** Functional classifications for 350 meiotically-regulated transcripts.

**Category**	**Representations (%)**
Meiosis/cell division	60 (17.1)
Cellular metabolism	24 (6.86)
Transcription factors and DNA binding	18 (5.14)
Ribosomal	15 (4.29)
Biotic stress-related	12 (3.43)
Membrane transport	12 (3.43)
Signal transduction	10 (2.86)
RNA processing	10 (2.86)
Development	8 (2.29)
Organelle activity	8 (2.29)
Secondary metabolism	7 (2.00)
Hormone regulation	5 (1.43)
Abiotic stress-related	5 (1.43)
Lipid metabolism	4 (1.14)
Protein metabolism	4 (1.14)
Protein transport	4 (1.14)
Protein folding	2 (0.57)
Function not annotated	52 (14.86)
No hits found	90 (25.71)

These transcripts were pooled from clusters III, IV and V (Figure 5), with each individual transcript then allocated a functional category based on annotation and literature searches

**Table 2:** Primer sets used in Q-PCR analysis.

**Candidate**	**Affymetrix probe set**	**Acquisition temperature**	**Sense**	**Antisense**	**Product size (bp)**
			Sequence	Sequence	
ASY1	Ta.9186.1.S1_at	83	AGGACTCCCACAAGCAATCG	ACCTGCTGGAGGATCGGCTC	159
DMC1	Ta.30833.1.S1_at	80	GCTGAGGAAAGGCAAAGGCG	CGGTGCAGTAGCCTTTGTCGATTT	195
MSH4	Ta.25861.1.A1_at	83	CTGAAGGATGGTGTCCGACG	AGGTCCTGCAATGCTTCACG	252
MSH6	Ta.24096.1.S1_at	80	CATAATATTGGCACAGATTGGAG	CTGACGAAAGCACGGAAGC	161
PHS1	TaAffx.47591.1.S1_at	80	TGATGCTGCTGGTGGAAATTCG	CGGACACTAGGCATGATAGGCG	270
RAD51B	Ta.7197.1.A1_at	81	CTGCCTGGCTGAAGCTGAAG	GATAGAACAAGCAAACTATGGGAG	267
RAD51C	Ta.10540.1.S1_at	79	TATTGATACAGAGGGCAGTTTC	AGCTGCATATTCGGAAGTAG	173
RAD54	Ta.7706.1.S1_at	82	GCTGTCGCAAACCCTTTCG	GTCGTAGGCACCAATCATCCATC	344
RPA	Ta.6986.1.S1_at	83	GAATGTCTTCCGTGAACCG	CATCTAAGGACGGGTGCTAG	274
WM5	Ta.25342.1.S1_at	81	CATCGAGTGGGCTTTAGCTATAG	CAACACGTAGTACGATAGATCCAAG	178
WMC3*	Ta.28776.1.A1_at	79	CGACCGACGGAATTGATATG	CTGTGAGAAGTTTCAGCATTATC	171
WMC4	Ta.30383.1.A1_at	80	GATTCCCAAATGTTCGAC	CAAATTGTCCTCCTTACG	266
WMC5	Ta.3224.2.S1_at	81	CTTGCTGCTCCCAATGATAATTC	CAGTTAGCTGCCAGGTCATCTTTC	245
WMC6	Ta.3385.1.A1_at	80	CGGACAGTCCAGATGTGC	CTATGCTTGCTGCCTGATG	271
WMC10*	TaAffx.38162.1.S1_at	79	AGGAGTTGACATGACAAGATTAGGGAGG	GCCACTTCACATGCACCCATCTAATC	166
					
**Controls**					
Cyclophilin		82	CAAGCCGCTGCACTACAAGG	AGGGGACGGTGCAGATGAA	227
EFA1		82	CAGATTGGCAACGGCTACG	CGGACAGCAAAACGACCAAG	227
*GAPdH*		*78*	TTCAACATCATTCCAAGCAGCA	CGTAACCCAAAATGCCCTTG	220
Actin		77	GACAATGGAACCGGAATGGTC	GTGTGATGCCAGATTTTCTCCAT	236
*Flat gene 1*	*Ta.9657.1.S1_at*	*83*	CCCTCAGACCGCTGGCAA	GAGGCGGACAGACATGGAAGAA	300
*Flat gene 2*	*Ta.28350.1.S1_a_at*	*80*	ACGCAGCTACCTGTATCATTCGGATC	GAAGCGACGATGTCCACATGACC	160

Primer sets used and the product sizes obtained in addition to the acquisition temperatures used. Control genes in italics were those selected by geNorm for normalisation.

* indicates those transcripts that have an unclear orientation (not known whether sense or antisense).

**Table 3:** Q-PCR correlation of 15 candidates with one another.

	*TaASY1*	*TaDMC1*	*TaMSH4*	*TaMSH6*	*TaPHS1*	*TaRAD51B*	*TaRAD51CS*	*TaRAD54*	*TaRPA*	*TaWM5*	*TaWMC#3*	*TaWMC#4*	*TaWMC#5*	*TaWMC#6*	*TaWMC#10*
*TaASY1*	1.00														
*TaDMC1*	**0.98**	1.00													
*TaMSH4*	*0.90*	**0.95**	1.00												
*TaMSH6*	**0.99**	**0.98**	*0.92*	1.00											
*TaPHS1*	**0.97**	**0.98**	**0.97**	**0.98**	1.00										
*TaRAD51B*	*0.94*	0.87	0.76	0.89	0.88	1.00									
*TaRAD51CS*	*0.93*	**0.96**	*0.94*	**0.95**	**0.96**	0.79	1.00								
*TaRAD54*	**0.99**	**0.99**	*0.92*	**0.98**	**0.97**	*0.92*	*0.94*	1.00							
*TaRPA*	**0.99**	**0.98**	*0.93*	**0.99**	**0.99**	*0.91*	**0.95**	**0.98**	1.00						
*TaWM5*	**0.97**	**0.99**	**0.97**	**0.97**	**0.99**	0.87	**0.95**	**0.99**	**0.98**	1.00					
*TaWMC#3*	0.87	0.84	0.67	0.89	0.79	0.76	0.84	0.83	0.84	0.78	1.00				
*TaWMC#4*	**0.99**	**1.00**	**0.96**	**0.99**	**0.99**	0.89	**0.96**	**0.99**	**0.99**	**1.00**	0.82	1.00			
*TaWMC#5*	**0.97**	**0.96**	*0.94*	**0.97**	**0.99**	0.89	**0.95**	**0.95**	**0.99**	**0.96**	0.82	**0.98**	1.00		
*TaWMC#6*	*0.94*	**0.98**	**0.97**	**0.97**	**0.99**	0.80	**0.97**	*0.94*	**0.97**	**0.97**	0.81	**0.98**	**0.97**	1.00	
*TaWMC#10*	-0.74	-0.65	-0.46	-0.74	-0.62	-0.71	-0.70	-0.68	-0.69	-0.59	-0.93	-0.65	-0.68	-0.62	1

Q-PCR products with a transcript correlation greater than or equal to 0.95 and less than 1 are in bold, while correlations smaller than 0.95 but greater than or equal to 0.9 are italicized.

How the deposited data were processed for this re-analysis (not part of the article)

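RNA of wheat anthers at 7 stages (PM, LP, DA, TT, T, IP and MAN) was measured on the GeneChip Wheat Genome Array, with 3 arrays per stage and 21 in all. According to the Methods, the 3 arrays are technical replicates of 1 pool of RNA, which was amplified in 2 rounds. The authors computed the deposited intensities with RMA, which corrects the background, normalizes between arrays and summarises the probes of a set. The analysis plan took the deposited intensities to be on the log2 scale. They are on a linear scale, and log2 was taken of each value. The table holds 61290 probe sets on 21 arrays. The 111 control probe sets were set aside, and 61179 were tested. The duplicate and rogue probe sets that the authors removed are not marked in the table and were kept.

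Stages were compared in limma 3.58.1 (R 4.3.3) with 1 linear model over all arrays and empirical Bayes moderation (14 residual and 10.64 prior degrees of freedom). Each comparison was adjusted by Benjamini-Hochberg, and an adjusted p under 0.05 was taken as a call. IP and MAN were also set against the mean of PM, LP, DA and TT. The paper used Student's test in Acuity with a false discovery rate. This, called the methods' t-test, was run on the arrays of the 2 stages with equal variances. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

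A mean above 5 (log2) was taken as expressed, and a change from or to a lower level is a lower bound. Early probe sets had a mean above 6 in PM or LP and below 5 in every later stage. An 8-fold change was a range of at least 3 between the means of PM, LP, DA and TT. Principal components were taken of the 7 stage means, centred per probe set. The 1383 probe sets called by the methods' t-test were clustered by average linkage into 12 groups and sorted into classes with a margin of 1. Neighbours of TaAffx.38162.1.S1_at needed a Pearson r of at least 0.95 and a range of at least 8-fold. The 105 pairs of the 15 transcripts of Table 2 were correlated over the stage means, with exact p from 5040 permutations.

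Named probe sets were, by a rule written beforehand, every one the paper names, the highest and lowest changes whose arrays do not overlap between groups, and up to 4 called members of each gene list. Other members and the 2 control transcripts of the Q-PCR were named after their values were seen. Gene names came from the platform's annotation, which gives a symbol for 1273 probe sets, and 200 of these have a name or synonym. Of 15 lists fixed before the data were examined, histones, ribosomal proteins, mature pollen, late embryogenesis and heat shock matched probe sets, and the other 10 matched none. A further 11 lists were written after the names were seen and before the values of their members were looked at: histones H2A and H2B, tubulins, photosynthesis, dehydration, starch, raftins, gibberellin 20-oxidase, ribosomal proteins, seed storage proteins, profilins and translation factors. A list was scored by its members called at least 2-fold. The 12 lists large enough were also scored as a set with camera of limma, with a preset and an estimated correlation. The p printed with the results is the one with the estimated correlation. With the preset correlation the adjusted p from camera was lower for every list. For histone H2A it was 2.9e-07 in MAN and 4.4e-08 in TT, where the estimated correlation of the members was 0.498. Dehydration passed with neither in MAN (0.821 and 0.89). Several probe sets can belong to 1 gene and are then not independent. The genes numbered 3 for histone H2A, 5 for H2A and H2B, 2 for ribosomal proteins, 6 for tubulins, 5 for photosynthesis and 2 for raftins.

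The alternatives were the methods' t-test (adjusted and unadjusted), limma on 2 stages only, the replicate number as a block, a paired t-test, a minimum of 2-fold, a mean above 5, probe sets without the endings _s_at, _x_at and _a_at, arrays centred on the median or scaled to the 13 hybridization controls, array weights, other thresholds, and each array of the compared stages left out in turn. A covariate for the level of the 42 poly-A controls, and the omission of IP replicate 1 from comparisons that hold no IP array and from the gene lists and named probe sets, were added after the data were seen. With the arrays scaled to the hybridization controls the named probe sets all had the same SE. It was 0.315 between 2 stages and 0.249 against the mean of 4 stages. This was above their SE without it, so a call can end there with its change about as large. The SE shares the spread of all arrays, also for comparisons without IP. Within stages the controls differed most in IP, with 9.639 in replicate 1 and 11.16 and 11.078 in replicates 2 and 3.

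The arrays' precision was tested on simulated data, where 200 of 61179 probe sets were changed. Far fewer were changed than limma called in the real data. Every stage had the PM means and the same SD per probe set, with normal noise. The change was added in full, also near background, so the limit set by background is not included. The results for PM and LP and for PM and TT differ only by the random draw. Between PM and LP limma recovered 47% of 1.5-fold, 92.5% of 2-fold and 100% of 4-fold changes, and between PM and TT 51.5%, 97% and 99.5%. The adjusted t-test recovered 0%, 0% and 53.5% and 0%, 1% and 57%. The Q-PCR and the sequence searches were not analysed here.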

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

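Both tests of the scaling of the arrays in MAN and both tests of IP replicate 1 were chosen after the result was seen. Some of the wheat control probe sets, which the paper does not discuss, changed strongly between stages, and others did not, such as AFFX-Ta_Ubiquitin_3_at at 13.18 to 13.312 and AFFX-Ta-ef1a-3_at at 5.278 to 5.651. AFFX-Ta-actin-3_at was at 13.393 ± 0.075 (log2, SD, n = 3) in MAN and at 4.28 to 4.559 in the other stages. AFFX-Ta_Sucsyn_3_at was at 14.199 ± 0.421 in IP and at 8.209 to 9.967 elsewhere. AFFX-Ta_G-6-PDH_3_s_at was at 13.728 ± 0.123 in T, 13.52 ± 0.276 in IP, 13.017 ± 0.076 in TT, 10.261 to 10.763 in PM, LP and DA and 6.469 in MAN. These were noted as signals in data that the paper did not analyse. Actin and Sucsyn were each above the level of all other stages, and G-6-PDH was about as high in IP as in T.

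MAN differed at least 2-fold from the first 4 stages at many probe sets, and its hybridization controls were brighter. Scaling the arrays to these controls moves every change in MAN by -0.702. Of the 4905 probe sets at least 2-fold higher 52.35% stayed so. This share lay between the marks set for and against the scaling as the cause, so the test did not decide. A constant shift keeps the larger changes by its construction. The share shows only how many were still at least 2-fold higher after it. For the others, the scaling as the cause cannot be told apart from a change in the anther. The lower ones could only be moved further down, so that 100% stayed at least 2-fold lower tests nothing. Set against the DA arrays alone, whose poly-A controls are at the level of MAN, 94.79% kept both, which argues against a preparation batch marked by these controls. The split into higher and lower remains open, since it changed with the scaling. The developmental difference between the stages stays open too and was not tested apart from the pool of RNA.

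IP replicate 1 lay apart from the other IP arrays. Its deviation had a median of -0.3526 over the brightest of 10 equal groups of probe sets and 0.0375 over the dimmest, so weaker hybridization is a candidate explanation. RNA copied less far from the 3' end would raise the 3' over the 5' probe sets of the wheat control transcripts. This difference was highest in IP replicate 1 for 1 of 7. In IP the 3' probe sets of actin (4.559) and gapdh (4.111) were below 5. The loss at bright probe sets would itself lower the difference where the 3' probe set is the brighter one. The count therefore cannot decide on this explanation. No biological explanation was tested, since the 3 arrays are of 1 pool.

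DA arrays share a high level of poly-A controls with replicate 3 of LP, T and IP. If this marked a batch behind the DA calls, replicate 3 would be shifted in the direction of those calls in the other stages. The median ratio of shift to change was at most 0.0462 for the calls of DA against PM and 0.0261 for those of DA against LP. Both argue against such a batch as the whole cause of the calls. With the poly-A level as a covariate, which was chosen after the data were seen, DA and PM went from 2747 to 1254 calls, TT and DA from 1553 to 504 and DA and LP from 2783 to 2738. All 3 DA arrays have a high level, so how much of the first 2 counts goes with the controls and not with the stage stays open, as do differences in pools between stages.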

How the results depend on the processing

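The poly-A covariate, the added gene lists, and the omission of IP replicate 1 from comparisons that hold no IP array, gene lists and named probe sets were chosen after the data were seen, and the other alternatives before the data were examined. In this part a count moved if it changed more than 1.5 times. Counts are given in the order LP and PM, DA and PM, TT and PM, DA and LP, TT and LP, TT and DA, T and TT, IP and T, MAN and IP, any of PM, LP, DA and TT, IP against these, and MAN against these. In limma they were 3630, 2747, 4855, 2783, 5007, 1553, 3807, 10573, 39313, 10598, 24624 and 46215.

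The methods' t-test with Benjamini-Hochberg adjustment moved all but MAN and IP and MAN against the first 4 stages, to 1, 415, 181, 585, 284, 338, 1725, 2944, 1383 and 9379. Unadjusted it moved the first 7 to 8068, 8558, 8425, 11386, 10141, 8722 and 10663, and any of PM, LP, DA and TT to 26051. Limma on 2 stages only gave 1883 for LP and PM, 4738 for DA and LP and 2361 for TT and DA. The t-test paired by replicate number gave 0 for the first 8, 11466 for MAN and IP, 0 for any of PM, LP, DA and TT, 10 for IP and 29927 for MAN. A replicate block in limma moved no count. The arrays of different stages share only a number. Of 63 pairs with the same number, 11 had a correlation of residuals over 0.1, the median was 0.01 and the range was -0.388 to 0.392. Of the 21 arrays 11 correlated best with their own number, so a partial link between equal numbers stays open.

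A minimum of 2-fold gave 211, 274, 491, 188, 418, 178, 639, 2070, 13735, 1008, 5460 and 17294, as its construction requires. Without the endings _s_at, _x_at and _a_at, where fewer probe sets are tested, LP and PM gave 1910, DA and LP 1552, TT and LP 2982 and any of PM, LP, DA and TT 6680. Scaling to the hybridization controls gave 62, 164, 333, 92, 223, 168, 617 and 2559 for the first 8, 595 for any of PM, LP, DA and TT and 10923 for IP. Array weights gave 5154 for DA and PM, 9572 for DA and LP, 10027 for TT and LP, 6611 for TT and DA, 9873 for T and TT and 19362 for any of PM, LP, DA and TT. The poly-A covariate gave 1254 for DA and PM, 2873 for TT and LP and 504 for TT and DA. Centring on the median and a mean above 5 moved no count. Scaling to the hybridization controls by its construction brings the spread of these controls, IP replicate 1 included, into the SE of every comparison. Except where the construction is named, the cause was not tested.

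With each array of the compared stages left out in turn, the counts lay at 1589 to 4056 for LP and PM, 1547 to 2627 for DA and PM, 2880 to 4548 for TT and PM, 1171 to 2393 for DA and LP, 2783 to 4413 for TT and LP, 782 to 1240 for TT and DA and 2434 to 2979 for T and TT. IP and T gave 7948 to 11021, MAN and IP 36164 to 38180, any of PM, LP, DA and TT 8336 to 10593, IP 21794 to 24593 and MAN 43468 to 46356. IP replicate 1 also enters the shared spread of the comparisons that hold no IP array. Without it these gave more calls, 4956, 3558, 6039, 3613, 6216, 2048 and 4649 for the first 7, 13174 for any of PM, LP, DA and TT and 47438 for MAN.

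The share expressed in T, IP or MAN was 67.56% and moved to 87.33% above 4, 51.32% above 6, 63.54% without the shared endings, 64.58% with all 3 arrays above 5 and 68.3% over all 7 stages, and lay at 67.65% to 67.8% without a replicate. The 4 early probe sets became 1 by every array, 25 below 5.5 and 15 above 5.5. The first component held 78.13%, and 72.99% with 21 arrays, 58.03% with the probe sets of the methods' t-test, 55.77% with unit variance, 64.69% without MAN, 78.62% with a mean above 5, 78.57% scaled to the hybridization controls and 77.22% to 77.28% without a replicate. Of the 8-fold probe sets, 3 in place of 15 spanned at least 3 among PM, LP and DA.

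In the clusters, 72 probe sets lay in groups highest in MAN, and 18 with limma calls of at least 2-fold, 8 with 8 groups and 8 without replicate 3. Those in groups lowest in MAN went from 1303 to 3 without replicate 3. The MAN-high class of 114 became 67 with those limma calls, 73 with a margin of 1.5, 187 with 0.5 and 0 to 1 without a replicate. The falling class of 83 became 189, 24, 176 and 0 to 1 in the same order. Without a replicate the MAN-low class of 436 held 1 to 3 and the T and IP class of 62 held 0 to 1, since the t-test on 2 arrays per stage called few probe sets. Neighbours of TaAffx.38162.1.S1_at went from 0 to 30 with Spearman rho, 8 at an r of 0.9, 129 without a minimum range and 0 to 1 without a replicate. The median r of the pairs of Table 2 went from 0.8261 to 0.6582 without MAN and 0.75 with Spearman rho. The 40 flat probe sets became 5507 at an SD under 0.2.

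Members of the fixed lists called in TT went from 0 to 8 with no minimum change, 1 with centring on the median and 0 to 1 without a replicate. In IP they went from 7 to 12 with no minimum, 2 scaled to the hybridization controls and 3 with 1 probe set per gene, and in MAN from 11 to 5 with 1 per gene. In the added lists the 2 in TT became 0 by the methods' t-test, 31 with no minimum, 1 with 1 per gene and 2 to 7 without a replicate. The 20 in IP became 49 with no minimum, 13 scaled to the hybridization controls and 8 with 1 per gene, and the 48 in MAN became 27 with 1 per gene.

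Of 92 values of named probe sets, 90 kept their side of the threshold with centring on the median, 92 with the replicate block, 88 with the poly-A covariate, 91 without IP replicate 1, and 90, 86 and 87 without replicate 1, 2 and 3. Scaled to the hybridization controls 67 kept it, 21 were no longer past it and 4 came past it. Of all 960 values of named probe sets, 455 were past the threshold, and 24 of these had the opposite sign under that scaling and 0 under the other settings listed in this paragraph.

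Other splits of the arrays into groups of the same size were counted for each count of calls. For 2 stages there are 10 splits, too few for a share under 0.05, and the real one alone (1) reached its count, with the highest other at 0, or 1 for MAN and IP. For the 3 counts over several stages 1 of 100 drawn splits, the real one, reached the count. The highest others were 2505 for PM, LP, DA and TT, 13188 for IP and 8300 for MAN. Arrays of 1 pool resemble each other, and a split that mixes pools raises the residual spread. This outcome was therefore largely set in advance and shows only that the arrays of a stage are alike. The 3 arrays of a stage share 1 pool, so chance differences between single pools were not tested and stay open. On arrays the signal over background limits what can be called, and the simulated data did not include this limit. In them the share of 1.5-fold changes found by limma between PM and LP was 47%.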

Differences from the paper's values

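The numbers below stand beside the paper's at the paper's threshold of 0.05, while the main test here is limma and the paper's is the methods' t-test. No alternative named here was added after the data were seen.

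The paper gives 1350 meiotically regulated transcripts, as non-redundant genes, and limma called 10598 probe sets. Of the alternatives, the methods' t-test with Benjamini-Hochberg adjustment (1383) and limma with a minimum of 2-fold (1008) fell within 1.5 times the paper's value, and the others did not. For IP against the first 4 stages the paper gives 9385 and limma called 24624. The methods' t-test gave 9379 and arrays scaled to the hybridization controls 10923, which fell within 1.5 times, and the others did not. A like count, here and below, does not show that the same probe sets were called. Against the mean of the first 4 stages that scaling gave 9839 higher and 1037 lower in IP, where limma without it gave 7691 and 11495. The paper gives 7 8-fold transcripts that change among PM, LP and DA, and limma called 15. No alternative fell within 1.5 times of it, the methods' t-test giving 11, a range of at least 3 giving 3 and the omission of replicates giving 11 to 15.

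Figure 1 gives numbers of transcripts, and the values from it here are approximate readings by eye, not its exact counts. The reading for LP and PM was about 0, where limma called 3630. The methods' t-test with Benjamini-Hochberg adjustment called 1, which such a reading cannot tell from 0. The paired t-test with the replicate number as a block gave 0, as it did for each of the first 8 comparisons, so its 0 says nothing here. It gives about 420 for DA and PM in Fig. 1, read by eye, where limma called 2747, about 180 for TT and PM, where it called 4855, about 580 for DA and LP, where it called 2783, and about 300 for TT and DA, where it called 1553. For these 4 only the methods' t-test with Benjamini-Hochberg adjustment did not differ, and for DA and PM, TT and PM and IP and T its counts (415, 181 and 2944) match numbers that the figure prints. It gives about 280 for TT and LP in Fig. 1, read by eye, where limma called 5007. The methods' t-test (284), a minimum of 2-fold (418) and scaling to the hybridization controls (223) did not differ. It gives about 1700 for T and TT, where limma called 3807, and the methods' t-test (1725) and limma without T replicate 3 (2434) did not differ. It gives about 2900 for IP and T, where limma called 10573, and the methods' t-test (2944), a minimum of 2-fold (2070) and that scaling (2559) did not differ. The other alternatives differed.

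The paper lists RAD51B among the transcripts found in the data, and neither limma nor the methods' t-test called it between PM, LP, DA and TT. Figure 3 shows Ta.10020.1.S1_at, Ta.6922.1.S1_at and Ta.16669.1.S1_x_at among the 8-fold transcripts. The ranges of the first 2 were under 8-fold here. That of the third is a lower bound, since it was below 5 in LP, so whether it differs from the paper is open. The other probe sets of that figure were over 8-fold. The Q-PCR controls Ta.9657.1.S1_at and Ta.28350.1.S1_a_at are described as having a triplicate SD under 0.1, which held in 6 and 4 of 7 stages. The early probe sets of the paper were the same 4 here, of which the methods' t-test called Ta.400.2.A1_at and not the other 3.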

Other observations

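The test of dehydration genes was set before their values were seen, and the bound by the spread of the members was chosen afterwards. The median log2 change in MAN of 10 probe sets of dehydration genes was 0.069 against the first 4 stages and -0.633 with the arrays scaled to the hybridization controls. None changed at least 2-fold in limma or the methods' t-test, and 5 had an unadjusted p under 0.05. A joint rise was set beforehand as a median above 1 and no joint rise as a median under 0. At 0.069 the median met neither, so the planned test did not decide. By the bound chosen afterwards, the 10 lay at -0.853 to 0.356 with an SD of 0.43. The 6 with a mean above 5 in at least 1 stage had a median of -0.112 and an SD of 0.514. These values argue against a joint 2-fold rise in mature anthers. Smaller changes of single members stay open. In IP none and in TT none of the 10 changed at least 2-fold in limma. Under scaling to the hybridization controls 2 were at least 2-fold lower in MAN, 1 was at least 2-fold higher in IP and none changed so in TT.

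The transcripts WMC3, WMC5 and WMC6 of Table 2 rose from PM to LP by 0.79, 0.98 and 0.55 (log2, SE 0.107, 0.165 and 0.162, adjusted p = 4.4e-05, 6.1e-04 and 0.042 from limma). From PM to TT, WMC3 fell by 0.73, WMC4 by 1.19 (SE 0.142), WMC5 by 0.78 and WMC6 by 1.04. None of these 7 calls was kept with the arrays scaled to the hybridization controls. The changes were then 0.87, 1.05 and 0.63 in LP and -0.60, -1.05, -0.65 and -0.91 in TT, so they were about as large, while the SE rose to 0.315 for each. The call of WMC6 in LP was also lost without replicate 2 or 3 of each stage and with the poly-A level as a covariate.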
